# C/EBPα Is Required for Long-Term Self-Renewal and Lineage Priming of Hematopoietic Stem Cells and for the Maintenance of Epigenetic Configurations in Multipotent Progenitors

**DOI:** 10.1371/journal.pgen.1004079

**Published:** 2014-01-09

**Authors:** Marie S. Hasemann, Felicia K. B. Lauridsen, Johannes Waage, Janus S. Jakobsen, Anne-Katrine Frank, Mikkel B. Schuster, Nicolas Rapin, Frederik O. Bagger, Philipp S. Hoppe, Timm Schroeder, Bo T. Porse

## Abstract

Transcription factors are key regulators of hematopoietic stem cells (HSCs) and act through their ability to bind DNA and impact on gene transcription. Their functions are interpreted in the complex landscape of chromatin, but current knowledge on how this is achieved is very limited. C/EBPα is an important transcriptional regulator of hematopoiesis, but its potential functions in HSCs have remained elusive. Here we report that C/EBPα serves to protect adult HSCs from apoptosis and to maintain their quiescent state. Consequently, deletion of *Cebpa* is associated with loss of self-renewal and HSC exhaustion. By combining gene expression analysis with genome-wide assessment of C/EBPα binding and epigenetic configurations, we show that C/EBPα acts to modulate the epigenetic states of genes belonging to molecular pathways important for HSC function. Moreover, our data suggest that C/EBPα acts as a priming factor at the HSC level where it actively promotes myeloid differentiation and counteracts lymphoid lineage choice. Taken together, our results show that C/EBPα is a key regulator of HSC biology, which influences the epigenetic landscape of HSCs in order to balance different cell fate options.

## Author Summary

Hematopoietic stem cells (HSCs) are required for the lifelong generation of blood cells. To fulfill this requirement HSCs carefully balance cell fate decisions such as self-renewal, differentiation, quiescence, proliferation and death. These features are regulated in part by transcription factors, which act by controlling the expression of genes important for the functional properties of HSCs. C/EBPα is a well-known inducer of myeloid differentiation. It is lowly expressed in HSCs and its potential function in these cells has been extensively debated. Here, we demonstrate that *Cebpa* deletion impacts on HSC self-renewal, differentiation, quiescence and survival. Through gene expression and ChIP-seq analyses of stem and progenitor cell-enriched cell populations, we further show that C/EBPα binds to regulatory regions of genes that are induced during granulocytic differentiation, suggesting that C/EBPα acts to prime HSCs for differentiation along the myeloid lineage. Finally, we demonstrate that C/EBPα loss leads to epigenetic changes at genes central to HSC biology, which implies that it may act to recruit chromatin writers/erasers through mechanisms that remain to be characterized. In conclusion, our work identifies C/EBPα as a central hub for HSC function and highlights how a single transcription factor may coordinate several HSC fate options.

## Introduction

Hematopoietic stem cells (HSCs) are responsible for the maintenance of a constant production of blood cells throughout life. To achieve this, HSCs have to tightly regulate their different fate options including self-renewal, proliferation, differentiation and apoptosis, as alterations in any of these may lead to HSC exhaustion, expansion or leukemia [1]. HSC fate options are controlled by a number of different pathways and are influenced both by the microenvironment and by the actions of cell-autonomous regulators such as transcription factors (TFs) and chromatin-interacting proteins [2].

Given their impact on gene expression, the influence of TFs on HSC properties has been the focus of several studies. Indeed, factors such as C-MYB, ERG, and PU.1 are all essential for preserving HSC self-renewal and their deletion have dramatic impact on hematopoietic maintenance both during fetal and adult life [3], [4], [5], [6]. Other factors, as exemplified by SOX17, are required exclusively for the maintenance of fetal HSCs, whereas GFI-1 and ETV6 only appear to play a role in an adult setting [7], [8], [9].

TF function is interpreted in a chromatin context and, accordingly, chromatin readers and writers have been shown to be important for HSC function and maintenance. Examples include the PRC1 component BMI-1 [10], [11], the maintenance DNA methyltransferase DNMT1 [12], [13] as well as the H3K4 methyltransferase MLL1 [14]. Despite the importance of both TFs and chromatin context for HSC function, our knowledge on how TF binding is interpreted within an epigenetic landscape, and how they may influence epigenetic configurations remains limited. Importantly, given their inherent developmental plasticity, stem cells have been reported to exhibit unique epigenetic signatures of which the so-called bivalent configuration is the best characterized. Work in ES cells has shown that bivalently marked genes are lowly expressed, enriched in genes involved in development/differentiation, and display active (H3K4me3) as well as repressive (H3K27me3) histone marks [15], [16]. As stem cells progress along the path of differentiation the bivalent configuration is resolved into an active or repressed state with a concomitant upregulation or downregulation, respectively, of the expression of previously marked genes [15], [16]. To what extent the bivalent signature is influenced by loss of TFs in HSCs has not been characterized.

C/EBPα is an important myeloid TF that functions not only by binding to regulatory DNA elements and directing transcription, but also through its ability to constrain proliferation by inhibiting the transcriptional activity of E2F-complexes [17], [18], [19], [20]. In the hematopoietic system loss of C/EBPα leads to a differentiation block upstream of the Granulocytic Monocytic Progenitor (GMP) accompanied by an accumulation of earlier stem and myeloid progenitor populations [17], [21].

In acute myeloid leukemia (AML), *CEBPA* is found mutated in approximately 10% of cases, and studies in mouse have shown that the tumor-suppressive functions of C/EBPα can be ascribed to its ability to balance the proliferation and differentiation of hematopoietic stem and progenitor cells (HSPCs) populations [18], [22]. Indeed, HSCs from mice harboring tumor-prone variants of C/EBPα displayed altered cell cycle kinetics, but how this impacts on HSC function was difficult to assess due to the leukemic transformation in these animals. Furthermore, complete loss of C/EBPα has been reported to endow fetal HSC-enriched populations with a minor competitive advantage in a transplantation setting [21] and C/EBPα has recently been shown to control the fetal-to-adult switch of HSCs [23]. However, at present we lack knowledge on the long-term self-renewal properties of C/EBPα in normal adult HSCs as well as insights into how it potentially may influence transcription and the epigenetic configuration of these cells.

In the present work we have used mouse genetics to characterize the role of C/EBPα in adult HSCs. We found that loss of *Cebpa* leads to HSC exhaustion, identifying C/EBPα as a crucial regulator of HSC self-renewal. To molecularly assess the function of C/EBPα in HSCs, we combined gene expression analysis with genome-wide profiling of key epigenetic marks and C/EBPα binding using Chromatin ImmunoPrecipitation coupled to sequencing (ChIP-seq). Our findings demonstrate that C/EBPα modulates key pathways associated with HSC function and differentiation, in part by affecting the epigenetic states of genes associated with some of these.

## Results

### Loss of C/EBPα Affects the Numbers of Immunophenotypic HSPCs

To investigate the functional importance of C/EBPα in the HSPC compartment, we generated *Cebpa* ^fl/fl^ and *Cebpa* ^fl/fl^;*Mx1Cre* mice (hereafter termed *Cebpa* ^fl/fl^ and *Cebpa* ^Δ/Δ^, respectively) and injected them with pIpC. Mice were analyzed 18–21 days later at which time point the *Cebpa* allele was completely recombined in *Cebpa* ^Δ/Δ^ mice (Figure S1A). Of note, bone marrows (BM) of *Cebpa* ^Δ/Δ^ mice had an approximately 30% reduction in cellularity compared to *Cebpa* ^fl/fl^ littermates due to the loss of neutrophil granulocytes (Figure S1B, C).

In line with its requirement for myeloid differentiation [21] publically available gene expression profiles (http://servers.binf.ku.dk/hemaexplorer/) [24] revealed a distinct expression pattern in which *Cebpa* is lowly expressed in the stem cell compartment and becomes transiently upregulated during commitment to the granulocytic monocytic lineage (Figure 1A). Flow cytometry-based analyses of the myelo-erythroid progenitor compartment verified the reported block in monocytic and granulocytic differentiation at the preGM to GMP transition in *Cebpa* ^Δ/Δ^ BMs and the concomitant increase in erythroid and megakaryocytic progenitors (Figure S1D, E) [17], [21]. Moving further upstream in the hematopoietic hierarchy, we found a prominent expansion of the MPP compartment (LSK, CD150−, CD48+) whereas the frequency of immunophenotypic HSCs (LSK, CD150+, CD48−) was unaltered. However, given the reduction in BM cellularity in *Cebpa* ^Δ/Δ^ mice this translates into a 50% reduction in the absolute numbers of HSCs upon loss of C/EBPα (Figure 1B, C).

**Figure 1:**
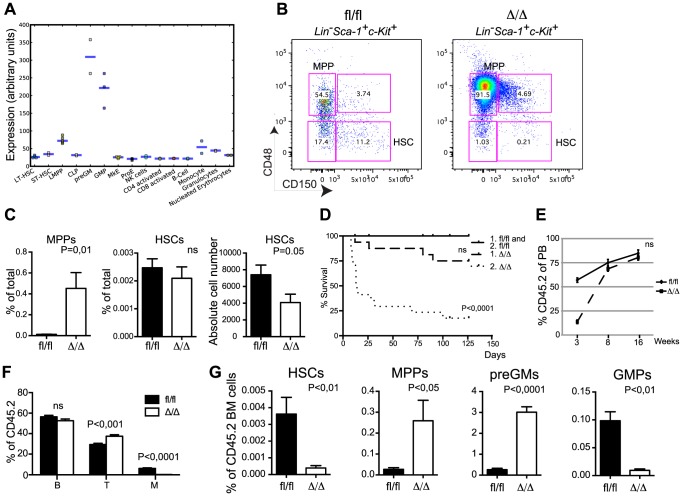
Loss of *Cebpa* affects HSC self-renewal. (A) Expression of *Cebpa* in different hematopoietic cell populations derived from the HemaExplorer website (http://servers.binf.ku.dk/hemaexplorer/). (B) HSC analysis of *Cebpa* ^fl/fl^ and *Cebpa* ^Δ/Δ^ BM. (C) Quantification of the data in (B). *Cebpa* ^fl/fl^ (n = 7) and *Cebpa* ^Δ/Δ^ (n = 7). Each panel shows one representative experiment out of three. (D) Survival curves of primary and secondary recipients transplanted with *Cebpa* ^fl/fl^ (primary: n = 12, secondary: n = 16) and *Cebpa* ^Δ/Δ^ (primary: n = 16, secondary: n = 17) BM. (E) Contribution of CD45.2 cells to the blood of primary recipients. *Cebpa* ^fl/fl^ (n = 12) and *Cebpa* ^Δ/Δ^ (n = 16). (F) Distribution of B, T and myeloid cells in the CD45.2+ blood of primary recipients 16 week after transplantation. (G) BM analysis of primary recipients of *Cebpa* ^fl/fl^ (n = 8) or *Cebpa* ^Δ/Δ^ (n = 8) BM cells. Data are represented as mean+SEM, ns designates not significant.

### Loss of *Cebpa* Compromises HSC Activity and Leads to Their Exhaustion

The reduction of absolute HSC numbers suggests an uncharacterized function of C/EBPα in HSC biology. To test this functionally, we first transplanted BM from *Cebpa* ^Δ/Δ^ and *Cebpa* ^fl/fl^ mice non-competitively into lethally irradiated recipient mice. Whereas all mice receiving *Cebpa* ^fl/fl^ BM cells survived, 4/16 of those receiving *Cebpa* ^Δ/Δ^ BM died within 16 weeks (Figure 1D). In the remaining mice *Cebpa* ^Δ/Δ^ donor cells contributed to the peripheral blood to a similar extent as the *Cebpa* ^fl/fl^ control at 8 and 16 weeks post-transplantation, but exhibited a lower level of reconstitution at three weeks post-transplantation due to the requirement of C/EBPα for the production of the early reconstituting neutrophil granulocytes (Figure 1E). Importantly, we find the recipients to be completely devoid of donor-derived granulocytes at all time points (Figure 1F and data not shown) showing that *Cebpa* is fully recombined in the transplanted cells and that it is equally important for granulocytic differentiation in a transplantation setting. Remarkably, the frequency of *Cebpa* ^Δ/Δ^ HSCs was reduced 20-fold in the recipient BMs 16-weeks post-transplantation, whereas the effects on other HSPC subsets were similar to those observed in non-transplanted animals (Figure 1G). To assess this further, we serially transplanted BM from primary recipients and found that only 3/17 of the secondary recipients reconstituted with *Cebpa* ^Δ/Δ^ BM survived 16 weeks post-transplantation (Figure 1D).

Competitive BM transplantation remains the gold standard for the assessment of HSC function and we therefore transplanted CD45.2 donor cells along with equal amounts of CD45.1 competitor cells. Despite the comparable HSC frequencies in *Cebpa* ^fl/fl^ and *Cebpa* ^Δ/Δ^ donors, loss of *Cebpa* leads to a marked reduction in donor contribution both to PB and to the HSC compartment of the recipients at 18-week post-transplantation (Figure 2A–C). Importantly, the competitive disadvantage of *Cebpa* ^Δ/Δ^ BM cells was further exacerbated upon re-transplantation of 1 million donor cells from primary recipients having equal donor contributions, and resulted in their complete failure to contribute to the HSPC compartment of secondary recipients (Figure 2D). Next, we transplanted 20 highly purified (LSK, CD150+, CD48−, CD34−) HSCs from *Cebpa* ^fl/fl^ or *Cebpa* ^Δ/Δ^ BM together with 200.000 unfractionated competitor BM cells. In accordance with our previous findings, *Cebpa* ^Δ/Δ^ HSCs were markedly impaired in hematopoietic reconstitution and their contribution to the recipient HSC compartment was negligible (Figure 2E–G). Furthermore, upon re-transplantation of the BM from primary recipients, *Cebpa* ^Δ/Δ^ donor cells were unable to contribute to hematopoietic reconstitution in secondary recipients (Figure 2H, I). Finally, by transplanting 3000 CFSE-labeled HSCs (LSK, CD150+, CD48−) and assessing their homing to hematopoietic organs we could exclude any obvious role of C/EBPα in HSC trafficking during hematopoietic reconstitution (Figure 2J).

**Figure 2:**
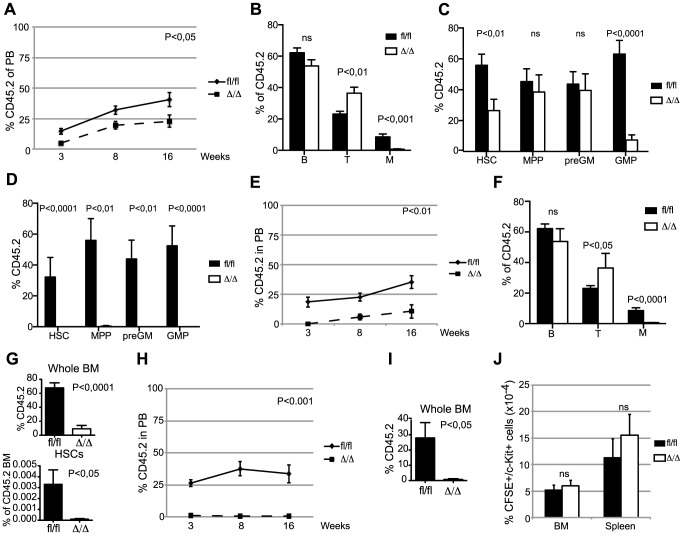
*Cebpa* ^Δ/Δ^ HSCs are functionally compromised on a cell-to-cell basis. (A) Contribution of CD45.2 cells to the blood of primary recipients. *Cebpa* ^fl/fl^ (n = 13) and *Cebpa* ^Δ/Δ^ (n = 13). (B) Distribution of B, T and myeloid cells in the CD45.2+ blood of primary recipients 16 week after transplantation. (C) BM analysis of primary recipients transplanted with *Cebpa* ^fl/fl^ (n = 11) or *Cebpa* ^Δ/Δ^ (n = 12) BM in a 1∶1 ratio with competitor BM. (D) BM analysis of secondary recipients transplanted with BM from primary recipients receiving *Cebpa* ^fl/fl^ (n = 8) or *Cebpa* ^Δ/Δ^ (n = 7) BM in a 1∶1 ratio with competitor BM. (E) Contribution of CD45.2 cells to the blood of primary recipients transplanted with either *Cebpa* ^fl/fl^ (n = 11) or *Cebpa* ^Δ/Δ^ (n = 10) HSCs. P value designates significance at 16 weeks. (F) Distribution of B, T and myeloid cells in the CD45.2+ blood of primary recipients transplanted with either *Cebpa* ^fl/fl^ or *Cebpa* ^Δ/Δ^ HSCs 16 week after transplantation. (G) Contribution of CD45.2 cells to the BM and the frequency of HSCs within the CD45.2 BM compartment in mice transplanted with either *Cebpa* ^fl/fl^ (n = 6) or *Cebpa* ^Δ/Δ^ (n = 9) HSCs (from E). (H) Contribution of CD45.2 cells to the blood of secondary recipients transplanted with BM from primary recipients receiving either *Cebpa* ^fl/fl^ (n = 6) or *Cebpa* ^Δ/Δ^ (n = 6) HSCs. P value designates significance at 16 weeks. (I) Contribution of CD45.2 cells to the BM of secondary transplanted mice. *Cebpa* ^fl/fl^ (n = 6) and *Cebpa* ^Δ/Δ^ (n = 7). (J) Homing analysis of HSCs from *Cebpa* ^Δ/Δ^ (n = 4) or *Cebpa* ^fl/fl^ (n = 6) mice. Data are represented as mean+SEM, ns designates not significant.

In conclusion, loss of *Cebpa* has profound effects on hematopoietic reconstitution both in competitive and non-competitive settings and collectively our functional analyses demonstrate an essential role of C/EBPα in HSC self-renewal and in preventing HSC exhaustion.

### *Cebpa* Maintains HSC Quiescence and Protects Them from Cell Death

Several reports have demonstrated that C/EBPα acts to restrict proliferation and a number of distinct mechanisms have been proposed (reviewed in [25]).

To test to what extent the anti-proliferative properties of C/EBPα may explain the loss of self-renewal in *Cebpa* deficient HSCs, we first analyzed the frequencies of replicating HSCs by *in vivo* BrdU incorporation. Surprisingly, we were unable to detect any major differences in the amounts of BrdU+ HSCs within *Cebpa* ^fl/fl^ and *Cebpa* ^Δ/Δ^ BMs (Figure 3A), suggesting that C/EBPα does not affect DNA synthesis in HSCs *per se*. In contrast, we found that loss of *Cebpa* lead to a marked exit from quiescence as evidenced by a reduction of *Cebpa* ^Δ/Δ^ HSCs in G0 (Ki67 negative) and a compensatory increase of *Cebpa* ^Δ/Δ^ HSCs in G1 (Figure 3B). Finally, we also found that the exit from quiescence was accompanied by a marked increase in *Cebpa* ^Δ/Δ^ HSCs that underwent cell death and that this effect was restricted to immunophenotypic HSCs (Figure 3C).

**Figure 3:**
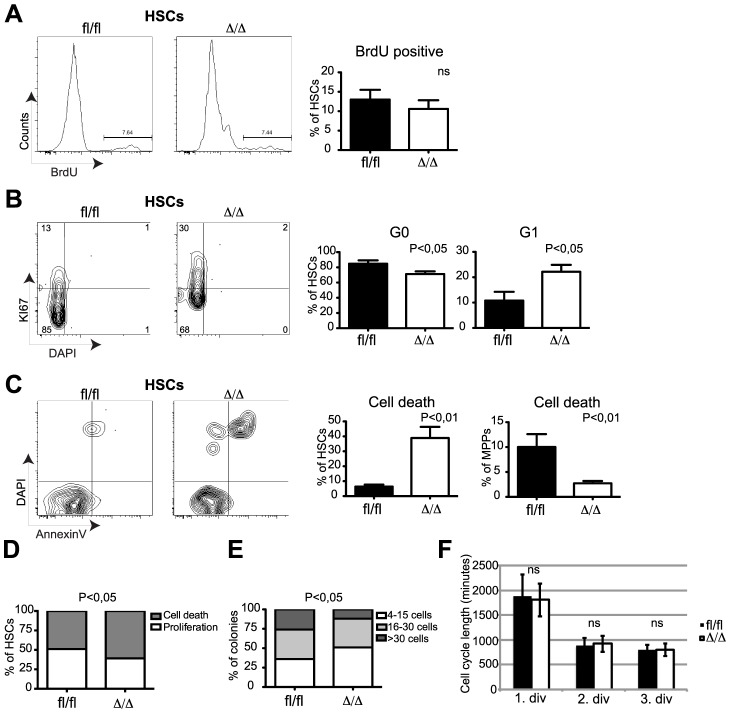
*Cebpa* ^Δ/Δ^ HSCs do not have a proliferative advantage but are prone to cell death. (A) Incorporation of BrdU into *Cebpa* ^fl/fl^ (n = 7) or *Cebpa* ^Δ/Δ^ (n = 7) HSCs. (B) Cell cycle analysis of *Cebpa* ^fl/fl^ (n = 10) or *Cebpa* ^Δ/Δ^ (n = 17) HSCs and MPPs using Ki67 and DAPI. (C) Cell death analysis of *Cebpa* ^fl/fl^ (n = 7) or *Cebpa* ^Δ/Δ^ (n = 10) HSCs using Annexin V and DAPI (D) Colony forming ability of *Cebpa* ^fl/fl^ (n = 9) or *Cebpa* ^Δ/Δ^ (n = 9) HSCs in SFEM. (E) *Cebpa* ^fl/fl^ (n = 7) or *Cebpa* ^Δ/Δ^ (n = 7) HSC colony size in SFEM. (F) Division rate of *Cebpa* ^fl/fl^ (n = 5) and *Cebpa* ^Δ/Δ^ (n = 5) HSC measured by long-term single cell tracking. Data are represented as mean+SEM.

We next tested the behavior of HSCs *in vitro* by first evaluating proliferation and cell death of single-sorted HSCs. Consistent with our *in vivo* analysis we found that loss of *Cebpa* resulted in both fewer and smaller colonies accompanied by an increase in cell death (Figure 3D, E). Secondly, we used single-cell tracking of HSCs *in vitro* to monitor the cell cycle length during the first three cell divisions [26]. Consistently, we detected no differences between the average cell cycle lengths by comparing *Cebpa* ^fl/fl^ and *Cebpa* ^Δ/Δ^ HSCs (Figure 3F). Thus both our *in vivo* and *in vitro* analysis demonstrated that C/EBPα does not regulate HSC proliferation *per se* but rather acts to maintain HSC quiescence and to protect HSCs from cell death.

Collectively, our phenotypic profiling of *Cebpa* deficient HSCs demonstrates that C/EBPα is a crucial regulator of the balance between quiescence, proliferation and cell death in HSCs. Hence, loss of C/EBPα leads to cell cycle entry, loss of HSC self-renewal and cell death.

### Loss of *Cebpa* Affects Gene Expression Programs Associated with Stem Cell Functions and Differentiation

In order to get insights into the molecular mechanisms by which C/EBPα controls HSC self-renewal, we performed microarray-based gene expression analysis of *Cebpa* ^fl/fl^ and *Cebpa* ^Δ/Δ^ HSCs (LSK, CD150+, CD48−). In total, we found 110 and 261 genes to be more than 1.5x down- and upregulated, respectively, in *Cebpa* ^Δ/Δ^ HSCs (P<0,05) (Figure 4A, B, , Figure S2A for verification by qRT-PCR). Consistent with our phenotypic analysis, gene set enrichment analysis (GSEA) demonstrated a marked negative correlation between HSC signature genes and the *Cebpa* ^Δ/Δ^ genotype (Figure 4C). Among the gene sets correlating positively with the *Cebpa* ^Δ/Δ^ genotype we found numerous signatures involved in quiescence/proliferation, which are likely to underlie the loss of quiescence that we observed in *Cebpa* ^Δ/Δ^ HSCs. Similarly, we also found a positive correlation between the expression of apoptotic signatures and the *Cebpa* ^Δ/Δ^ genotype as well as an up-regulation of gene sets involved in the DNA damage response pathway. The relevance of the latter is supported by the 10-fold increase of γH2AX (a marker of DNA damage) positive HSCs that we observe in *Cebpa* ^Δ/Δ^ BMs (Figure 4D). Thus the increased levels in cell death and DNA damage observed upon loss of *Cebpa* are supported both by phenotypic and gene expression analyses.

**Figure 4:**
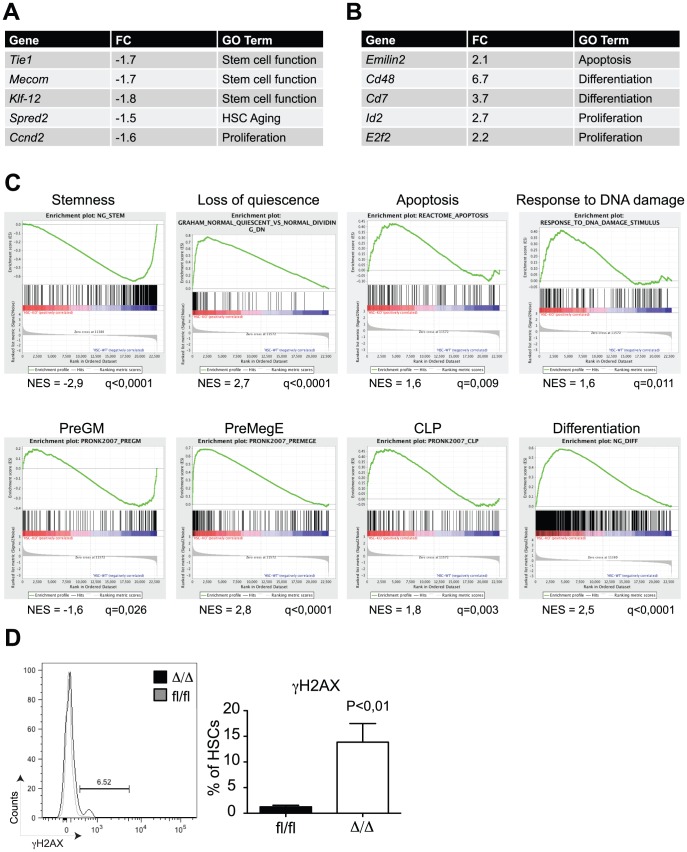
Gene expression profiling of *Cebpa* ^Δ/Δ^ HSCs shows loss of stemness and biased lineage differentiation. (A) HSCs from *Cebpa* ^Δ/Δ^ and *Cebpa* ^fl/fl^ mice were subjected to gene expression analysis. The table shows selected genes downregulated in *Cebpa* ^Δ/Δ^ compared to *Cebpa* ^fl/fl^ HSCs. (B) Selected genes upregulated in *Cebpa* ^Δ/Δ^ compared to *Cebpa* ^fl/fl^ HSCs. (C) Gene set enrichment analysis of *Cebpa* ^Δ/Δ^ HSCs compared to *Cebpa* ^fl/fl^ HSCs. (D) DNA damage as assessed by γH2AX staining of *Cebpa* ^Δ/Δ^ (n = 9) and *Cebpa* ^fl/fl^ (n = 8) HSCs. Data are represented as mean+SEM.

Finally, we noted that a number of gene signatures representing distinct hematopoietic lineages were selectively deregulated in *Cebpa* ^Δ/Δ^ HSCs. Thus whereas the expression of granulocytic-monocytic gene sets were downregulated, their lymphoid and erythroid counterparts correlated positively with the *Cebpa* ^Δ/Δ^ genotype. These findings strongly suggest that C/EBPα primes HSCs towards the granulocytic-monocytic lineage at the expense of lymphoid and erythroid differentiation and therefore plays a key role in specifying the lineage output from HSCs (Figure 4C).

### Identification of C/EBPα Binding Sites in HSPCs

The gene expression analysis reported above identified numerous genes that were de-regulated upon loss of C/EBPα, however whether these are direct or indirect targets remained to be determined. To assess this we performed ChIP-seq analysis for C/EBPα binding in LSK cells, which contains a mixture of HSCs and, predominantly, MPPs.

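LSK cells are bone marrow cells that lack lineage markers and carry Sca-1 and c-Kit, and ChIP-seq sequences the DNA fragments that an antibody, here against C/EBPα, pulls down from crosslinked chromatin. The C/EBPα ChIP used 500000 LSK cells. The authors mapped the reads with bowtie and called peaks with MACS, a program that compares the local number of ChIP reads with that of a control, here the IgG mock, and they deposited the resulting list of candidate regions for 1 C/EBPα library from LSK cells. The labels of this library give no genotype. Its strain label is floxed Cebpa with Mx1Cre, which the histone mark libraries labelled wild type and those labelled knock out also carry. The other C/EBPα library from LSK cells is labelled wild type, with a floxed strain without Mx1Cre. The genotype behind the list is therefore not settled here. The other 12 samples of the study, among them that other C/EBPα library, the IgG mock, the GMP libraries and the histone mark libraries, were not analysed here. The list holds 17899 regions on 21 chromosomes of mm9, with a median width of 587 bp and a range from 216 to 9052 bp. Each region carries the authors' score, which is 10 times the negative log10 of its MACS p-value and had a median of 73.8 and reached from 50.0, a p-value of 1e-05, to 3104.89. The list gives neither read numbers nor peak heights nor summits. The mapped reads of each library are the subject of the paper's Figure S3B, which was not used here. The sequencing depth behind a region is therefore unknown, the score was used in place of peak height and the centre of a region in place of its summit. There is no replicate check on any value, and the tests across regions describe the regions of this 1 library. The regions were joined to the high-confidence regions of Table S2 by an overlap of at least 1 bp, with region identifier and identical position among the alternatives. Sequence was taken from the mouse genome assembly NCBIM37, which is mm9, and genes from the GENCODE annotation of the same assembly. The transcript with the longest genomic span was used for each of 22372 protein-coding genes, where the authors used the longest supported RefSeq isoform.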

Despite its low expression, we identified 397 high-confidence C/EBPα bound regions of which selected examples of ChIP-seq coverage are shown in Figure 5A (replicate 1) and verified by qPCR (Figure 5B, Table S2 for the full dataset and Figure S2B–D for data concerning the second replicate). 

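All 397 regions of Table S2 were found in the deposited candidate list under the same identifier and with identical start and end. They made up 2.22% of the candidates. The authors chose these regions from the candidates by a minimum peak height among other filters, so a higher score than that of other candidates is at least in part set by this selection. Their median score was 263.88, against 73.1 for the other 17502 regions, and ranged from 52.0 to 2407.58. In 10000 random lists of as many candidates with the same distribution of widths, the median score reached at most 88.67. The score alone did not separate the sets. Of the 100 candidates with the highest score 95 were high-confidence regions, of the 397 highest 264, and 41 high-confidence regions had a score below 100, as did 14228 other candidates. The share of high-confidence regions rose from 0.12% of the candidates with a score between 50 and 60 to 46.9% between 200 and 300 and 90.7% from 300 upwards. The choice of background that moved this result most was the restriction to candidates with a score of at least 100, for which the ratio of the high-confidence median to that of the random lists was 2.3 in place of 3.29.
The 5 high-confidence regions with the highest score were assigned in Table S2 to Rad23b, Btbd19, Coro6, 5830418K08Rik and Cotl1. The region of Rad23b lay on chromosome 4 from 55362322 to 55363136, 186 bp from the annotated TSS, with a score of 2407.58. The region of Btbd19, also on chromosome 4, spanned 116792648 to 116793594 and had a score of 2055.49. On chromosome 11, the region from 77223413 to 77224088 scored 1918.38. Its nearest gene in Table S2 was Coro6, at 53802 bp, and in the annotation used here Ssh2, at 48455 bp. The regions of 5830418K08Rik (chromosome 9, 15161800 to 15162571, score 1904.75) and Cotl1 (chromosome 8, 122364129 to 122364973, score 1895.87) lay at annotated TSSs.

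**Figure D1:**
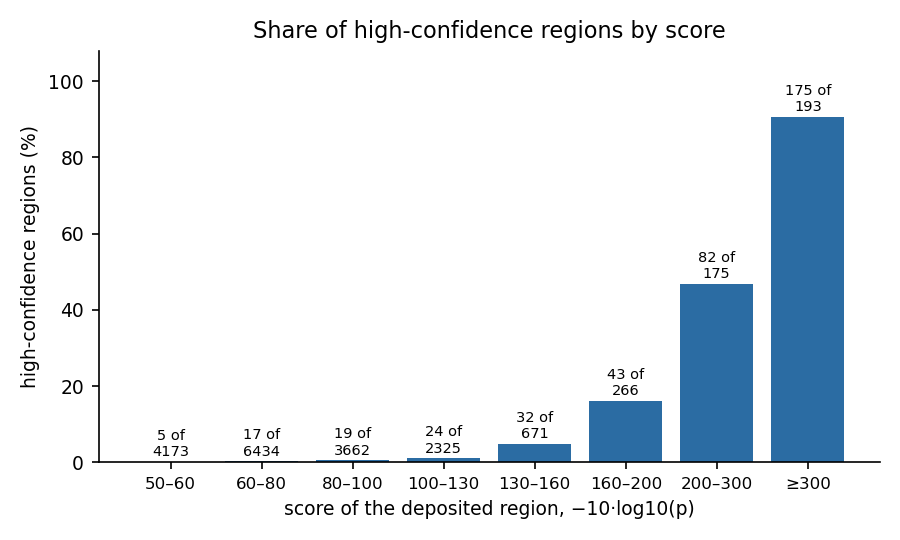
Percentage of high-confidence regions (y axis) among the deposited candidate regions in 8 classes of score (x axis, 10 times the negative log10 of the MACS p-value); the numbers above the bars are the high-confidence regions and all candidates of the class. The share is 16.2% for scores from 160 to 200 and 90.7% for scores of 300 and above.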

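By the distances given in Table S2, 153 of the 397 high-confidence C/EBPα bound regions had their nearest TSS within 5 kb, a share of 38.5% (95% exact binomial interval 33.7 to 43.5%), and the median distance was 12229 bp. With distances recomputed from region centres to the annotated TSSs, 154 regions (38.8%) lay within 5 kb. The cutoff moved this share most, as 30.0% of the regions had a TSS within 1 kb and 47.1% within 10 kb. The interval covers counting error only. Of the other 17502 candidate regions, 9.78% lay within 5 kb of an annotated TSS. In 1000 sets of 397 random positions with the same widths and chromosomes, the median distance to the nearest annotated TSS was 62.5 kb, with a range over the sets from 39461 to 91424 bp, and 8.56% of the positions lay within 5 kb. No set of random positions had a share above 13.4%. By position of their centre, 192 high-confidence regions were intergenic, 155 lay in introns, 36 in 5' UTRs, 7 in 3' UTRs and 7 in coding exons of protein-coding genes.
Among the 99 high-confidence regions with the highest score, 51 had a TSS within 5 kb (51.5%), against 102 of the other 298 (34.2%; Fisher's exact test, two-sided, p = 0.00282). Their median distance was 2979 bp, against 14814 bp for the others (permutation test with 100000 resamples, two-sided, p = 0.00295). The share taken as highest moved this result most. For the 198 regions with the highest score against the other 199, the shares were 42.9% and 34.2% (Fisher's exact test, p = 0.08) and the medians 8853 and 13625 bp (permutation test, p = 0.131). Across all 397 regions, which are not independent replicates, the score fell with distance, with a Spearman's rho of -0.119 (permutation p = 0.018, Benjamini-Hochberg adjusted over the 2 coefficients 0.018) and a Pearson's r with log2 distance of -0.168 (permutation p = 0.00095, adjusted 0.0019). Without the 2 regions farthest from the median score, a check added after the data were seen, the coefficients were -0.113 and -0.165. The relation was not even across strata of score. By annotated distances, 39.0% of the 41 regions with a score under 100 lay within 5 kb. The shares were 28.3% of the 99 regions from 100 to 200 and 42.8% of the 257 from 200 upwards.

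**Figure D2:**
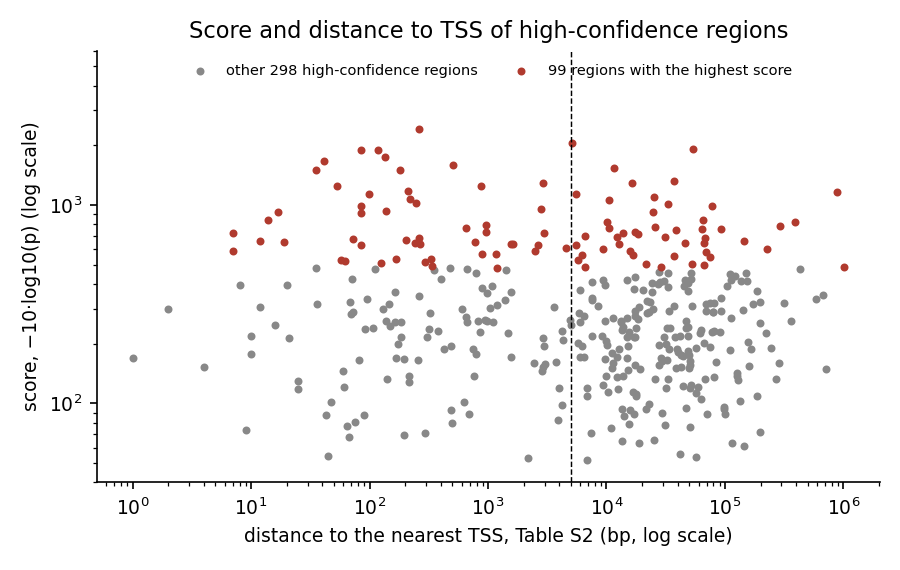
Score (y axis, 10 times the negative log10 of the MACS p-value, log scale) against the distance to the nearest TSS in Table S2 (x axis, bp, log scale) for the 397 high-confidence regions; each point is a region, the 99 with the highest score are red, and the dashed line marks 5 kb. Red points are more frequent to the left of the line (51 of 99) than grey points (102 of 298).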

In general, the C/EBPα bound regions were located closer to the transcription start site (TSS) of the nearest gene than a random set of regions, and 39% were located at proximal promoters within 5 kb from TSS (Figure 5C, ). 

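Transcription factor motifs were counted as consensus words around the centre of each deposited region, since the list gives no summits. The C/EBP word TTRCNNAA (R is A or G, N any base) occurred on either strand within 70 bp of the centre in 205 of the 397 high-confidence regions (51.6%, 95% exact binomial interval 46.6 to 56.7%). Windows of the same length 1000 bp to each side carried it in 11.1% of 794 cases (Fisher's exact test, two-sided, p = 6.59e-51, Benjamini-Hochberg adjusted over the 4 words 2.64e-50). The other words were also more frequent at the centres than in the flanks. The ETS word MGGAAGY (M is A or C, Y is C or T) was found in 24.4% against 7.43% (adjusted p = 5.74e-15 from Fisher's exact test), the RUNX word TGYGGTY in 11.6% against 5.42% (adjusted p = 0.000248) and the SP1 word CCCGCCC in 8.06% against 2.27% (adjusted p = 1.16e-05). These tests treat regions of 1 library as independent and do not pair a centre with the flanks of the same region. The narrower word TTGCGCAA moved the C/EBP share most, to 11.8% of the regions against 0 of the 794 flanking windows. The word TTGCNNAA was present in 47.1% of the regions and 5.79% of the flanks. In windows of 150 bp to each side of the centre TTRCNNAA was found in 74.6%, against 22.7% in the flanks, and 85.1% of the high-confidence regions carried it anywhere between their start and end. The 17502 candidates outside the high-confidence set carried TTRCNNAA in 9.64% of the centres and 12.0% of the flanks. For TTGCNNAA the order of centres and flanks in these candidates was the opposite, with 6.51% and 5.90%. The word TTGCGCAA was in 47 of their centres and in 2 of their 35004 flanking windows. The C/EBP word in reversed order, AANNCRTT, was in 6.76% of their centres and 11.8% of their flanks. The ETS, RUNX and SP1 words were more frequent in their centres than in their flanks. The shares were 9.82% against 7.34%, 6.66% against 5.84% and 1.43% against 0.943%. In a comparison chosen after the data were seen, the SP1 word was in 17.6% of the 153 high-confidence regions within 5 kb of a TSS and in 2.05% of the 244 others (Fisher's exact test, two-sided, p = 3.87e-08, adjusted over 4 words 1.55e-07). For the C/EBP, ETS and RUNX words this comparison gave adjusted p-values of 0.55, 0.55 and 0.153.

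**Figure D3:**
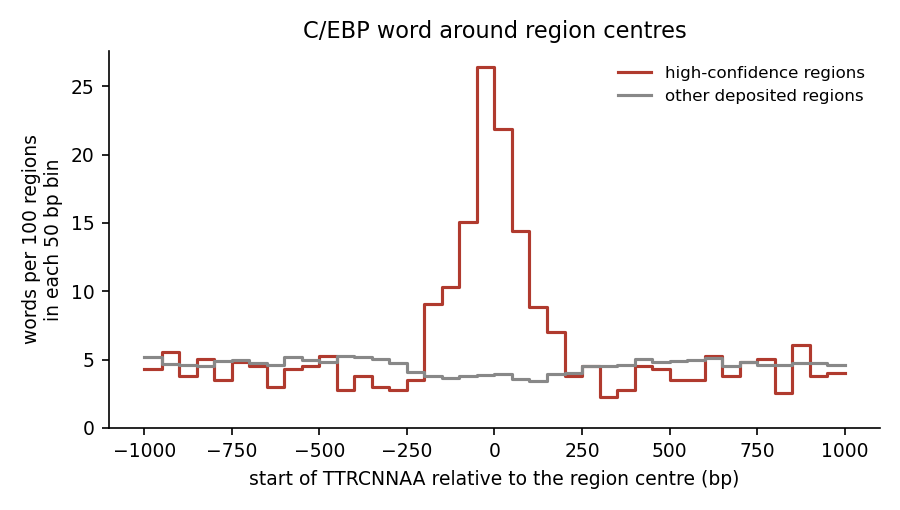
Number of C/EBP words TTRCNNAA per 100 regions (y axis) in bins of 50 bp by the position of the word relative to the region centre (x axis, bp), for the 397 high-confidence regions (red) and the other 17502 candidate regions (grey). The red line peaks next to the centre at 26.4 words per 100 regions, where the grey line is at 3.85.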

Gratifyingly, motif search analysis in the immediate vicinity of the C/EBPα peak summit (+/−70 bps) identified C/EBP consensus motifs to be markedly overrepresented, however we also identified enrichment of RUNX, ETS and SP1 binding motifs (Figure 5D, Table S3). Interestingly, we find that PU.1 (an ETS factor) and EGR2 (reported to bind SP1 motifs [27], [28]) target genes to be downregulated and upregulated, respectively in *Cebpa* ^Δ/Δ^ HSCs (LSK, CD150+, CD48−) (Figure 5E). This might suggest that C/EBPα activate and repress the expression of selected PU.1 and EGR2 target genes, respectively, in HSCs in order to restrict lymphoid and promote myeloid differentiation, thereby providing further support for its lineage priming function.

**Figure 5:**
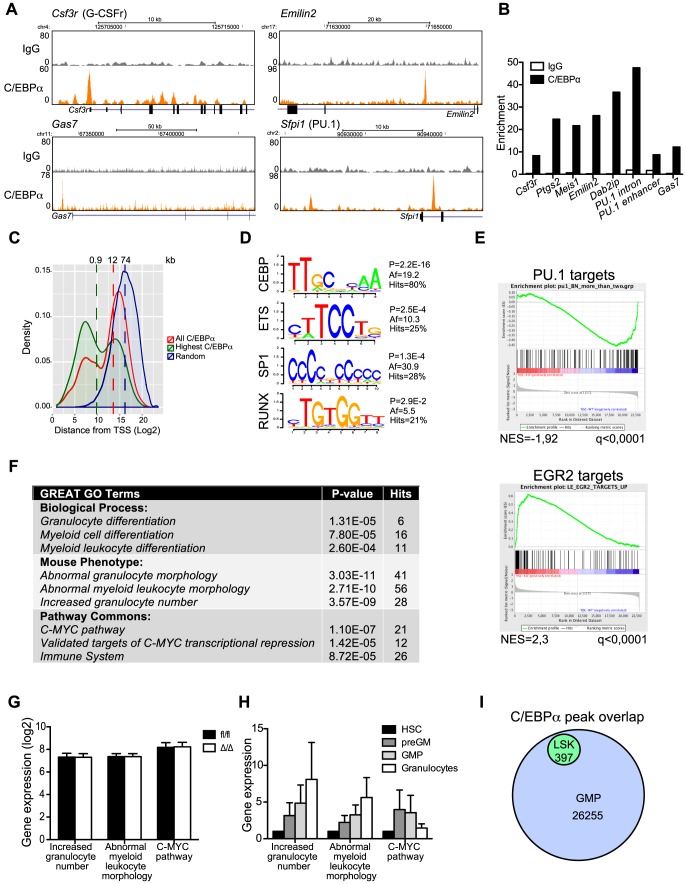
ChIP-seq analysis of C/EBPα binding in LSK cells. (A) Selected examples of ChIP-seq coverage of C/EBPα peaks in LSK cells. (B) ChIP-qPCR for IgG and C/EBPα. Enrichment was determined based on a positive vs. negative primer pair. (C) The distance from all C/EBPα peaks, the 25% highest C/EBPα peaks, or a random set, to the nearest TSS. The dashed lines represent the median. (D) Enriched TF binding motifs at C/EBPα-bound regions. P: P-value, Af: affinity score. See also Table S3. (E) Gene set enrichment analysis of *Cebpa* ^Δ/Δ^ HSCs compared to *Cebpa* ^fl/fl^ HSCs for PU.1 and EGR2 target genes. (F) GREAT analysis of C/EBPα-bound regions. See also Table S4. (G) Expression of C/EBPα targeted GO categories in *Cebpa* ^Δ/Δ^ and *Cebpa* ^fl/fl^ HSCs. (H) Relative expression of C/EBPα targeted GO categories during normal myeloid differentiation. (I) Overlap of C/EBPα bound regions in LSKs and GMPs.

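The primer pairs of Table S10 for the C/EBPα ChIP were matched to mm9 without mismatches, which gives the positions of the qPCR products relative to the deposited regions. The Csf3r product (chromosome 4, 125701784 to 125701966) lies across the start of Csf3r and in a high-confidence region with a score of 298.64 that runs from 125701559 to 125702422 and has its centre in the 5' UTR in exon 1. The Emilin2 product (chromosome 17, 71649819 to 71649935) lies in intron 2 of Emilin2, in a high-confidence region from 71649326 to 71650365 with a score of 763.84. The Gas7 product (chromosome 11, 67340279 to 67340394) lies in intron 1 of the longest Gas7 transcript, in the high-confidence region from 67339784 to 67340699 with a score of 559.8. The first pair for Sfpi1, the gene of PU.1, is named for an enhancer and amplifies chromosome 2 from 90923131 to 90923244. The second is named for an intron and amplifies 90938462 to 90938560. Both products lie in intron 1 of the longest Sfpi1 transcript, in high-confidence regions with scores of 187.88 and 637.44. In Table S2 the former region is assigned to Slc39a13, and the latter to Sfpi1 at 1566 bp. The distance to Sfpi1 depends on the transcript, since the longest one starts at 90922547. So does the intronic place of the first product, which lies upstream of the Sfpi1 TSS used in Table S2. The Ptgs2 product (chromosome 1, 151947056 to 151947117) lies upstream of the annotated start of Ptgs2 at 151947254, in a high-confidence region with a score of 170.41. The Dab2ip product (chromosome 2, 35535955 to 35536049) lies in intron 3 of Dab2ip, in a high-confidence region with a score of 439.22, 122043 bp from the TSS in Table S2. The Meis1 product (chromosome 11, 18918965 to 18919014) lies just upstream of the annotated start of Meis1 at 18918961. The candidate region around it, from 18918643 to 18919333, had a score of 172.26 and is not among the 397 high-confidence regions. The product of the negative control pair Mef2 (chromosome 7, 52898915 to 52898982) lies in a coding exon of Mamstr, 19356 bp from the nearest candidate region. The qPCR values themselves were not analysed here.

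**Figure D4:**
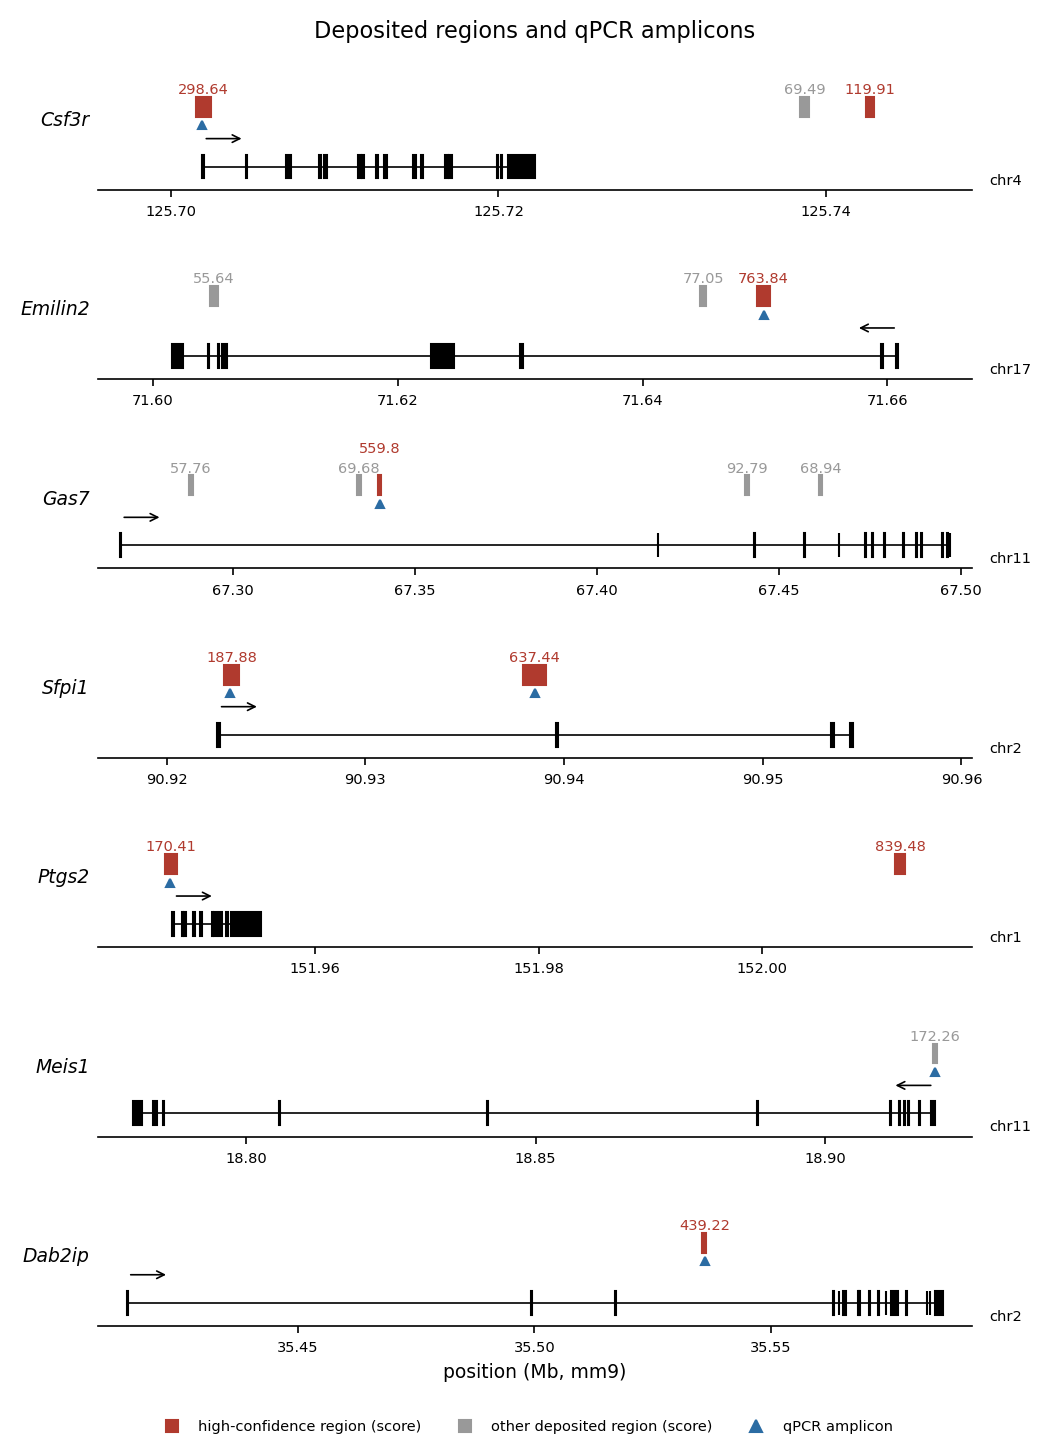
Deposited candidate regions (boxes with their score) and qPCR products (triangles) at 7 genes on mm9 (x axis, Mb); black boxes are the exons of the longest protein-coding transcript and arrows show the direction of transcription. Narrow features are drawn with a minimum width. All products lie in a red, high-confidence region except that of Meis1, whose region (172.26) is grey.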

We next took advantage of the Genomic Regions Enrichment of Annotations Tool (GREAT), which predicts functions of *cis*-regulatory regions by associating proximal and distal genomic regions with putative targets [29]. Interestingly, C/EBPα associated genes were enriched in a number of gene ontology (GO) categories, the majority of which were involved in *myeloid differentiation* (Figure 5F, Table S4). Surprisingly, the expression of genes belonging to these GO categories was not prominently de-regulated in *Cebpa* ^Δ/Δ^ HSCs (Figure 5G). One explanation could be that C/EBPα marks genes, which are to be expressed at latter stages of myeloid differentiation. Indeed, we find that genes belonging to the GO categories *abnormal myeloid leukocyte morphology* and *increased granulocyte numbers*, which were enriched for C/EBPα-associated genes, were upregulated during myeloid differentiation (Figure 5H). Finally, when we compare the overlap between C/EBPα bound regions in LSK cells to a similar dataset derived from GMPs, we find all regions bound by C/EBPα in LSKs to be occupied in GMPs as well. (Figure 5I, Table S5). Thus our data is consistent with a lineage priming function for C/EBPα.

Finally, in order to identify direct C/EBPα target genes in HSCs, we correlated changes in gene expression in *Cebpa* ^Δ/Δ^ HSCs with the nearest C/EBPα bound region identified by ChIP-seq in LSK cells. In total 6/102 genes (6%) and 21/257 (8%) of the down- and upregulated genes, respectively, contained a C/EBPα bound region within 100 kb from the TSS (Table S6). Hence, the vast majority of genes displaying altered expression in *Cebpa* ^Δ/Δ^ HSCs did not have a nearby C/EBPα binding site and are therefore unlikely to be directly regulated by C/EBPα in HSCs. 

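In Table S6 as it was read here, 6 of 102 downregulated genes (5.88%, 95% exact binomial interval 2.19 to 12.4%) and 20 of 257 upregulated genes (7.78%, 4.82 to 11.8%) had a distance of at most 100 kb between their TSS and the nearest high-confidence region, and the upregulated gene next in distance was Pklr at 107590 bp. The shares did not differ by direction (Fisher's exact test, two-sided, p = 0.654). Within 50 kb there were 2 downregulated and 11 upregulated genes, and within 10 kb 0 and 3. Which regions are counted as bound moved the shares most. When all 17899 candidates were counted, by the annotated TSS of the 342 genes found in the annotation, 79 of 93 downregulated (84.9%) and 214 of 249 upregulated genes (85.9%) had a region within 100 kb. With candidates of a score of at least 200 the shares were 5.38% and 7.63%. Of 22219 annotated protein-coding genes on the chromosomes of the list, 1326 (5.97%) had a high-confidence region within 100 kb. The share of these genes near any candidate was not computed, so the shares with all candidates have no such baseline. From the low number of de-regulated genes with a nearby bound region, the paper reasons that most of these genes are unlikely to be direct targets of C/EBPα in HSCs.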

The identified list of genes targeted by C/EBPα in HSCs/MPPs includes C/EBPα target genes known from other cell types such as *Hmox1* and *Itgal*, but also new and interesting target genes such as *Hmbs, Ccnd2 and Emilin2*. 

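The high-confidence region of Hmox1, a heme oxygenase gene, spans 77617229 to 77617885 on chromosome 8 of mm9, has a score of 281.29 and lies with its centre in the 5' UTR in exon 1, 67 bp downstream of the annotated TSS. Its only C/EBP word (TTRCNNAA on either strand) is TTTTGTAA from 77617363 to 77617370, in the sequence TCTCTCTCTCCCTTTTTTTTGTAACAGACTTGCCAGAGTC, 190 bp from the centre. The region listed for Itgal, an integrin gene, spans 134417241 to 134418256 on chromosome 7, with a score of 246.29. It is intergenic, lies 22025 bp upstream of the Itgal TSS and is assigned to Sephs2 in Table S2, at 150 bp. It holds 6 C/EBP words, of which the one nearest to its centre is TTGCACAA from 134417701 to 134417708, in the sequence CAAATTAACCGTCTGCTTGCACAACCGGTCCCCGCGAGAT. A further candidate outside the high-confidence set covers the Itgal TSS itself, from 134439490 to 134440208, with a score of 93.95. The region of Ccnd2, the gene of cyclin D2, is intergenic, on chromosome 6 from 127115628 to 127116130, with a score of 217.4. It lies 14813 bp upstream of the TSS and holds 3 C/EBP words, of which TTGCACAA from 127115885 to 127115892 lies 10 bp from the centre, in the sequence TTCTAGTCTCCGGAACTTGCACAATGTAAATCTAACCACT. The region of Emilin2 in intron 2 has its centre 11050 bp downstream of the annotated TSS, where Table S6 gives 10451 bp. Its only C/EBP word is TTGTGCAA from 71649871 to 71649878, in the sequence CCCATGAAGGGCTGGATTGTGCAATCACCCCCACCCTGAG. By Table S6, Hmox1, Itgal and Emilin2 were upregulated and Ccnd2 was downregulated.

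**Figure D5:**
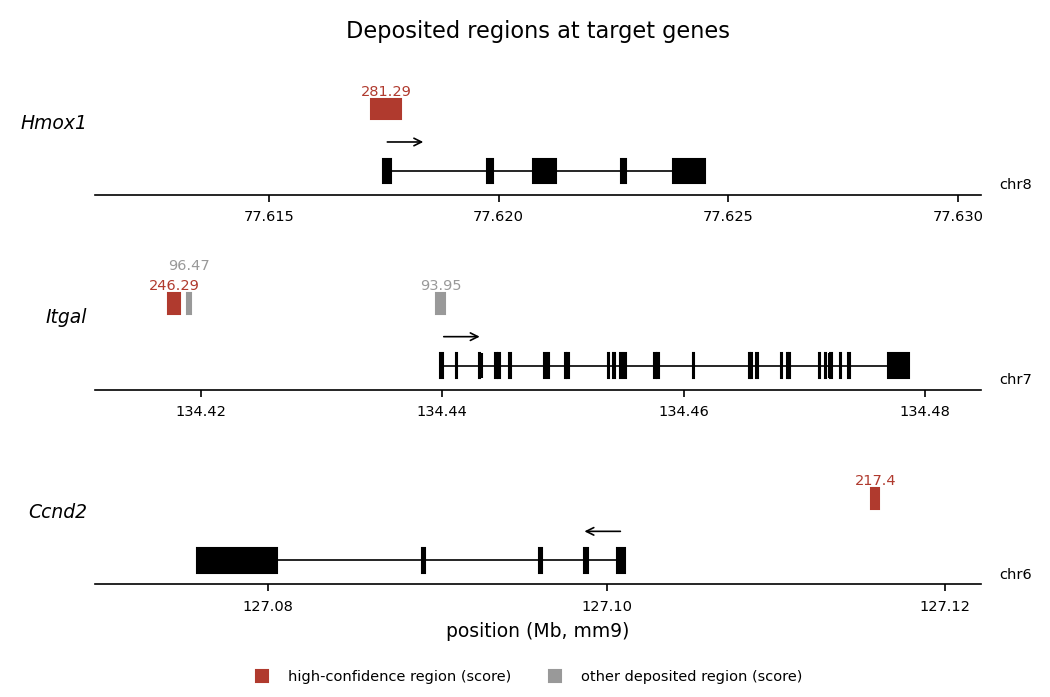
Deposited candidate regions (boxes with their score) at Hmox1, Itgal and Ccnd2 on mm9 (x axis, Mb); black boxes are the exons of the longest protein-coding transcript and arrows show the direction of transcription. High-confidence regions are red; that of Hmox1 (281.29) covers the TSS, and those of Itgal (246.29) and Ccnd2 (217.4) lie upstream of it.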

The latter is part of a family of extracellular matrix glycoproteins and has previously been shown to induce cell death by interacting with TRAIL receptors [30], which may explain the increased cell death that we observe in *Cebpa* ^Δ/Δ^ HSCs.

In conclusion we have identified 397 high-confidence regions bound by C/EBPα in LSK cells. C/EBPα binds to the proximal promoter and distal regulatory regions of genes involved primarily in myeloid differentiation as well as genes targeted by TFs with roles in HSC function and lymphoid differentiation. These findings suggest a role for C/EBPα in regulating lineage decisions in HSCs/MPPs.

### Loss of *Cebpa* Affects the Epigenetic Configuration of Bivalent Genes and Pathways Involved in HSC Function

Transcriptional regulation is a complex process not only involving TFs but also the chromatin context in which their function is exerted. Chromatin structure and accessibility is influenced by post-transcriptional modifications on histone tails, which are dynamically deposited and removed by chromatin modifying enzymes and serves as recruitment platforms for other chromatin binding proteins [31], [32]. To test if loss of *Cebpa* affected chromatin structure we performed replicate ChIP-seq analysis for the presence of two key histone marks, H3K4me3 and H3K27me3 using *Cebpa* ^Δ/Δ^ and *Cebpa* ^fl/fl^ LSK cells. ChIP-seq profiles of selected genes are depicted in Figure 6 (See Figure S3A–C for replicate data).

**Figure 6:**
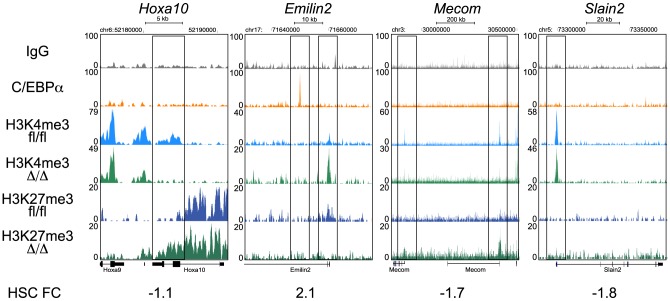
ChIP-seq analysis of H3K4me3 and H3K27me3 in *Cebpa* ^Δ/Δ^ and *Cebpa* ^fl/fl^ HSPCs. Selected examples of H3K4me3 and H3K27me3 coverage in *Cebpa* ^Δ/Δ^ and *Cebpa* ^fl/fl^ HSPCs.

To systematically analyze these data, we used hierarchical clustering to separate the epigenetic profiles into distinct clusters and subsequently combined these with gene expression and C/EBPα binding data (Figure 7A). From this analysis it became evident that the vast majority of genes were highly similar in terms of their expression and H3K4me3/H3K27me3 modification patterns when *Cebpa* ^Δ/Δ^ and *Cebpa* ^fl/fl^ LSK cells were compared (Figure 7A–C). Although some changes in histone modification between the *Cebpa* ^Δ/Δ^ and *Cebpa* ^fl/fl^ genotypes reached statistical significance, they were overall small and are therefore unlikely to have major phenotypic consequences. One exception was the lowly expressed cluster 6 carrying the bivalent chromatin configuration (originally identified in ES cells [33]), which is characterized by intermediate H3K4me3/high H3K27me3 at the TSS and low H3K27me3 in the gene body. This cluster displayed a specific downregulation of the H3K4me3 mark (p = 8.93×10^−24^) around the TSS in *Cebpa* ^Δ/Δ^ LSKs (Figure 7D, E, Table S7) and similar to previous studies in ES cells, GO-analysis identified pathways involved in cell differentiation, regulation of cell differentiation and cell development to be enriched among the group of bivalently marked genes (Figure S4, Table S8). Strikingly, C/EBPα-bound regions were not over-represented in the bivalent cluster and the majority of genes in this cluster did not have a C/EBPα bound region within 100 kb of their TSS neither in the LSKs (Table S7) nor in the GMPs (data not shown). Thus, whereas C/EBPα is dispensable for the maintenance of the overall H3K4me3 and H3K27me3 modification patterns, it appears to affect the H3K4me3 status of the bivalent cluster through indirect mechanisms. This may in turn interfere with their expression later in differentiation, or alternatively, interfere with the ability of *Cebpa* ^Δ/Δ^ HSPCs to initiate differentiation.

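The first 1998 of the 2983 rows of Table S7, which is sorted by distance to the nearest bound region, were at hand. They are the genes with the shortest listed distances and not a sample of the table, so no test of over-representation was made and no interval is given. From the TSS positions in these rows and the centres of the 397 high-confidence regions, 135 genes had a bound region within 100 kb and 1863 did not. These are 6.76% of the genes at hand and at least 4.53% of the whole table, whose other genes were not analysed here. The paper's own distances in the same rows place 241 genes within 100 kb. Counted from the TSS positions, 14 genes had a high-confidence region within 10 kb, 67 within 50 kb and 532 within 500 kb. When all 17899 candidates were counted as bound, 1706 of the 1998 genes (85.4%) had one within 100 kb.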

**Figure 7:**
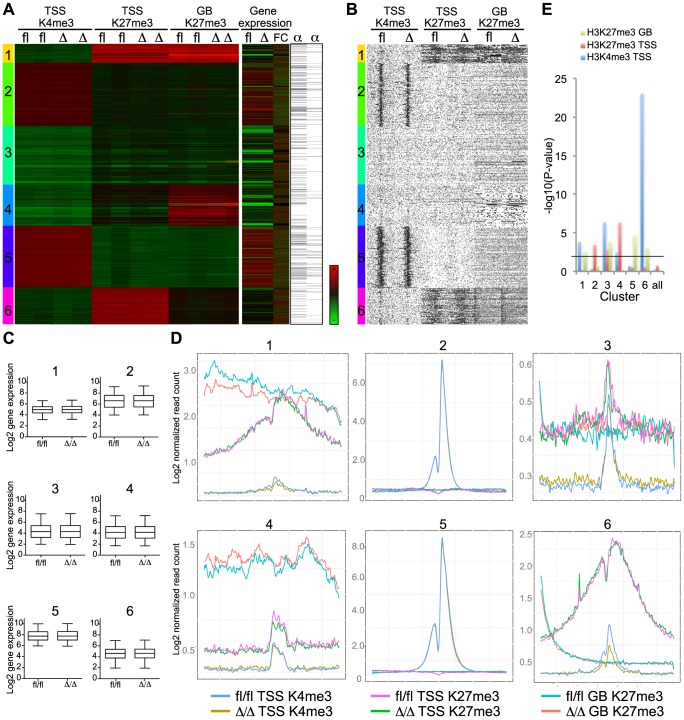
Bivalent genes have lower H3K4me3 level in *Cebpa* ^Δ/Δ^ HSPCs. (A) Clustering analysis of the H3K4me3 data at TSS and the H3K27me3 data at TSS and gene bodies. Gene expression of *Cebpa* ^Δ/Δ^ and *Cebpa* ^fl/fl^ HSCs (FC = Fold change) and C/EBPα-binding within 100.000 kb from TSS (column 1) and within 100.000 kb to nearest gene (column 2) are included. (B) Coverage density plot of the data in (A). (C) The gene expression in HSCs (log2, arbitrary units) of clusters 1–6 was investigated. (D) The coverage sums of the clusters in (A) in 10 kb windows centered on the TSS and across the gene body is shown. In cluster 2 and 5, the yellow, green and red curves are covered by the blue, pink and turquoise curves, respectively. (E) P-values of the difference in H3K4me3 in TSS, H3K27me3 in TSS and GB of clusters identified in (A). Black line indicates P = 0.01.

We next took a pathway-centric approach and assessed the epigenetic changes in a selection of the gene sets identified in the GSEA analysis described above. Interestingly, for the stemness signature we observed marked changes in histone modifications in the regions flanking the TSS (Figure 8A, B). Specifically, we found the H3K4me3 (p = 1.83×10^−5^) and H3K27me3 (p = 1.41×10^−5^) marks to be reduced and increased, respectively, in *Cebpa* ^Δ/Δ^ LSK cells consistent with the changes in gene expression in HSCs. The alterations in H3K4me3 and H3K27me3 identified by ChIP-seq were verified by qPCR on selected genes as well as genes, which are part of the bivalent cluster and/or the stemness signature (Figure 8C and Figure S3D). 

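The TSS positions in Table S9 place 29 of the 296 genes of the stemness signature (9.80%, 95% exact binomial interval 6.66 to 13.8%) within 100 kb of the centre of a high-confidence C/EBPα bound region and leave 267 without one. The distances in the table give the same number. In 1000 circular shifts of the high-confidence regions along the chromosomes, a median of 9 genes had a region within 100 kb, with 95% of the shifts between 4 and 17, which is fewer than observed (two-sided permutation p = 0.002, the smallest that these shifts can give). The shifts do not keep the closeness of the regions to genes. Against 10000 random lists of 296 annotated protein-coding genes, a comparison chosen after the data were seen, the median was 18 genes with 95% of the lists between 10 and 26 (two-sided permutation p = 0.0142). The lists used annotated TSSs, where the observed number used those of Table S9. The expression of the random genes was not taken into account, so an excess specific to the stemness signature is not shown. Within 10 kb 6 genes had a high-confidence region (median of the shifts 1, permutation p = 0.002), and within 500 kb 71 (median of the shifts 41, permutation p = 0.002). With all candidates counted, 239 genes had a region within 100 kb (median of the shifts 202, permutation p = 0.002). The genes nearest to a high-confidence region were Trib3, Fgd3, Ndrg1 and Plscr4. The region at the Ndrg1 TSS (chromosome 15, 66801203) spans 66800960 to 66801884 and had a score of 1505.77, and the region next to Plscr4 spans 92352348 to 92353251 on chromosome 9 and had a score of 766.82.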

Similar to our findings for the bivalent cluster, the majority of the genes constituting the stemness signature did not have a C/EBPα bound region within 100 kb of their TSS (Table S9), again suggesting that C/EBPα most likely affects the epigenetic marks through indirect mechanisms. For the remaining signatures we do see minor changes but none of them reached statistical significance (Figure S5).

**Figure 8:**
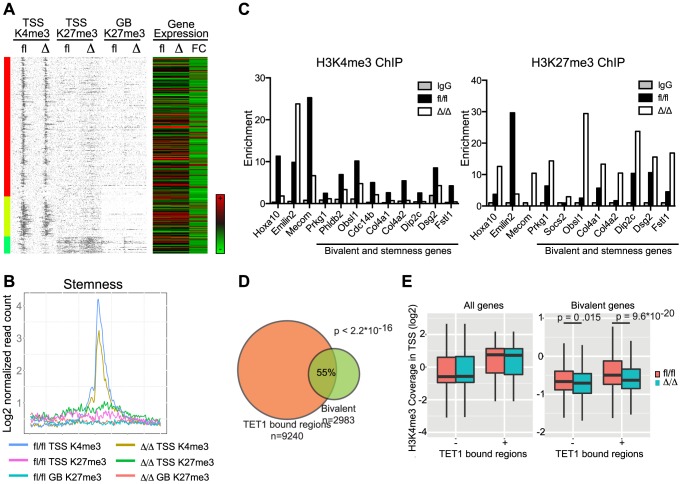
Correlation of gene expression signatures and epigenetic alterations in *Cebpa* ^Δ/Δ^ HSPCs. (A) Stemness genes were investigated for histone modifications. Coverage density plot of H3K4me3 at TSS, H3K27me3 at TSS and Gene Body of stemness genes in *Cebpa* ^Δ/Δ^ compared to *Cebpa* ^fl/fl^ LSK cells. Gene expression of stemness genes in *Cebpa* ^Δ/Δ^ compared to *Cebpa* ^fl/fl^ HSCs was included. (B) Coverage sums of the data in (A) in 10 kb windows centered on the TSS and across the gene body. (C) ChIP-qPCR for IgG, H3K4me3 and H3K27me3 on selected genes (examples from Figure 6) and genes which are part of both the bivalent cluster 6 (Figure 7A) and the stemness signature (A). For visualization purposes the H3K27me3 enrichment was normalized to IgG. (D) Overlap of TET1 bound regions in ES cells with bivalently marked genes in LSK cells. (E) H3K4me3 level in TSS of all or bivalent marked genes in *Cebpa* ^Δ/Δ^ and *Cebpa* ^fl/fl^ LSK cells.

We hypothesized that the reduced level of H3K4me3 in *Cebpa* ^Δ/Δ^ LSK cells could, in part, be explained by altered levels of H3K4me3 readers or writers. To test this we first scrutinized the HSC gene expression data for changes in the expression of candidate genes and noted that three probesets for *Tet1* were marginally downregulated (1.4-fold in all three probesets) in *Cebpa* ^Δ/Δ^ HSCs (Table S1). TET1 belongs to the TET family of 5′-methylcytosine hydroxylases, which have emerged as important epigenetic regulators of both normal and malignant hematopoiesis [34], [35], [36]. TET1 has been shown to bind CpG-islands of TSSs marked either by H3K4me3 or the bivalent H3K4me3/H3K27me3 signature in ES cells [37],[38]. To extend these data to a hematopoietic setting we used a published TET1 dataset [37] and found that genes bound by TET1 in ES cells were enriched in the group of bivalently marked genes (cluster 6) in LSK cells (Figure 8D; p<2.2×10^−16^). Moreover, when TET1 occupancy was used to stratify the bivalent genes, the TET1 bound fraction (56%) showed a marked decrease in H3K4me3 levels in *Cebpa* ^Δ/Δ^ LSKs (Figure 8E; p = 9.6×10^−20^). Interestingly, this effect was restricted to the bivalent genes as *Cebpa* ^Δ/Δ^ and control LSKs showed similar H3K4me3 levels irrespectively of the binding of TET1 (Figure 8E).

Collectively, whereas C/EBPα is largely dispensable for H3K4me3 and H3K27me3 modification patterns in HSC/MPP, its loss do lead to specific changes of the epigenetic states of bivalently marked genes as well as genes associated with stem cell function.

## Discussion

Proper control of gene transcription is crucial for essentially all biological processes and is orchestrated through a complex interplay between TFs, chromatin structure and epigenetic regulators. This also extends to the complex biology of HSCs as evidenced by the fact that mice deficient for TFs or epigenetic regulators are frequently associated with HSC phenotypes [2]. However, the mechanisms by which TFs act in a chromatin context to regulate transcription and facilitate epigenetic changes of HSCs are largely unknown.

In the present work we therefore analyzed the impact of deleting C/EBPα, one of the key transcriptional regulators of hematopoiesis, on HSC function, gene expression and the epigenetic status of key histone modifications. We find that conditional acute deletion of *Cebpa* leads to a 2-fold reduction of immunophenotypic HSCs and that *Cebpa* deficient HSCs were severely compromised. Furthermore, loss of C/EBPα promoted their exit from quiescence and was associated with a marked increase in cell death. These findings were supported by gene expression analyses, which revealed prominent transcriptional downregulation of genes associated with HSC function and quiescence as well as upregulation of genes associated with DNA damage and apoptosis. Among the pathways that displayed transcriptional changes upon loss of *Cebpa*, we find noticeable changes in the H3K4me3 and H3K27me3 marks flanking the TSS for genes involved in stem cell function (stemness signature). These genes are expressed at intermediate level (data not shown) and their epigenetic changes may reflect a drift away from an epigenetic state favoring self-renewal. In addition, whereas the overall distribution of H3K4me3 and H3K27me3 marks are largely unaltered in C/EBPα-deficient LSKs, we find that loss of C/EBPα specifically affects the H3K4me3 status of bivalent genes. Interestingly, TET1 was marginally downregulated in *Cebpa* ^Δ/Δ^ HSCs and the H3K4me3 levels were selectively reduced in *Cebpa* ^Δ/Δ^ LSKs at bivalent genes bound by TET1. Recently it was suggested that TET1, together with the epigenetic regulators CFP1 (a recruiter of the H3K4me3 methylase SETD1) and KDM2A (a H3K36 demethylase), work synergistically to maintain a distinct epigenetic configuration on their target genes [39]. Thus in this context, our findings suggest that downregulation of TET1 following loss of *Cebpa* may affect H3K4me3 status on selected genes. Whether C/EBPα affects other histone modifications such as H3K4me1 or H3K9Ac remains to be elucidated.

The importance of C/EBPα for HSC function has recently been analyzed in an adult setting. Specifically, Ye et al. [23] found that C/EBPα acts to restrict the numbers of HSCs by inhibiting their proliferation, however the effects on HSC self-renewal was not tested in a serial transplantation set-up. Furthermore, they found *N-Myc* to be bound by C/EBPα in c-Kit+ cells and suggested that loss of C/EBPα de-repressed *N-Myc* and promoted HSC expansion through an *N-Myc*-driven increase in proliferation. These findings contrast those reported in the present study, where we find C/EBPα to be important for the maintenance of a functional HSC pool as defined by serial transplantation and quantification of immunophenotypic HSCs. Moreover, in our HSC gene expression analysis, we do not find *N-Myc* to be upregulated, and C/EBPα does not bind the *N-Myc* promoter before the GMP state (data not shown), suggesting that C/EBPα regulates *N-Myc* in progenitors rather than in HSCs.

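N-Myc is annotated as Mycn on chromosome 12 of mm9, from 12942902 to 12948720 on the minus strand. No deposited candidate region from LSK cells overlapped the gene. The nearest one, from 12962077 to 12962661, has its centre 13649 bp upstream of the TSS, a score of 84.2 and no C/EBP word (TTRCNNAA), and is not a high-confidence region. Within 100 kb of the TSS there were 5 candidates, with scores from 58.15 to 97.18, and 0 high-confidence regions. The list holds regions that passed the p-value threshold of the authors, so weaker binding at the promoter would not appear in it.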

A number of methodological differences are likely to explain at least some of the differences between the findings in our study and those reported by Ye et al. First of all, whereas Ye et al. performed their analyses shortly (4–7 days after the last pIpC injection), we waited until 14–17 days after the last pIpC injection to avoid any confounding issues with the pIpC induced interferon response. Indeed, it has previously been reported that interferons influence key HSC parameters such as proliferation, apoptosis and self-renewal [40], [41], and therefore, it is likely that the HSC compartment is affected differentially 4 and 14 days after treatment with pIpC. We therefore speculate that the effect of C/EBPα loss on HSCs might evolve over time, from an initial expanding phase to a strongly compromised state ultimately resulting in increased cell death and loss of self-renewal. This would explain the increased proliferation and expansion observed early after deletion of *Cebpa* [23], the balanced HSC numbers three weeks after deletion, the loss of HSCs in primary recipients transplanted with C/EBPα-deficient HSCs/BM and the loss of re-population in secondary recipients.. It is recognized that HSC phenotypes can progress over time from proliferative to exhaustion especially under stress such as serial transplantations as shown for PTEN-deficiency [42], [43]. Moreover, although both studies used a conditional model that facilitates the full ablation of *Cebpa*, the two models are not completely identical, which could potentially explain some of the diverging results.

The functional consequences of *Cebpa* loss have also been assessed in other developmental settings. Thus, in a pre-leukemic setting, mutation of *Cebpa* leads to increased HSC proliferation but its impact on HSC function was obscured by transformation to AML [22] and in a fetal setting, E.14.5 LSK cells were reported to have a competitive advantage although their proliferative status was unaltered [21]. Together with our demonstration that loss of *Cebpa* has dramatic consequences for HSC self-renewal, these observations suggest that different mechanisms are governing HSC self-renewal during embryonic development, in the adult, and in a disease context. While this concept is not novel, and is supported by the selective importance of transcriptional regulators such as SOX17 [7] and BMI-1 [11] in fetal versus adult HSCs, C/EBPα is to our knowledge the first factor that impact oppositely on fetal and adult HSCs as well as being de-regulated in disease. Thus, our work highlights a key role of C/EBPα in HSC biology in different developmental contexts.

TFs often operate in combinations and our data suggest that at least some of the functional deficits of *Cebpa* ^Δ/Δ^ HSCs may be explained through crosstalk between C/EBPα and PU.1 - two TFs, which have been reported to act both synergistically and antagonistically in progenitor cells [44], [45]. Our findings that ETS binding sites are overrepresented in C/EBPα bound regions in LSK cells and that PU.1 target genes are downregulated in *Cebpa* ^Δ/Δ^ HSCs suggest that C/EBPα may collaborate with PU.1 to activate a transcriptional program already in HSCs. PU.1 is crucial for the development of almost all blood cells and even minor alterations in its expression level have been found to impair HSC self-renewal and lead to HSC exhaustion [46]. In this context it is tempting to speculate that C/EBPα regulates HSC self-renewal through crosstalk with PU.1 and that loss of C/EBPα reduces the output of PU.1 target genes, ultimately resulting in exhaustion of the stem cell pool.

In order to maintain hematopoietic homeostasis, HSCs have to carefully balance the choice between a number of cell fate options. Whereas early reports suggested that HSCs sampled different lineage-affiliated transcriptional programs uniformly, more recent data suggest a considerable degree of heterogeneity within the HSC compartment [47], [48], [49]. Moreover, data from cell line experiments suggest that stochastic upregulation of key regulatory molecules including lineage-instructive TFs drives differentiation along their respective lineages [50]. However, due to the technical difficulties in assessing TF binding in low-abundant cell types it is not clear whether these factors are occupying their targets already in the HSC compartment.

When analyzing the C/EBPα bound regions in the HSC/MPP-enriched LSK population we find these to be enriched for genes that were upregulated during granulocytic-monocytic differentiation. In addition, gene sets associated with myeloid differentiation are downregulated in *Cebpa* ^Δ/Δ^ HSCs, suggesting that the sampling of myeloid transcriptional programs is in part controlled by C/EBPα in HSCs perhaps involving PU.1 crosstalk. Hence, in addition to its accepted role as a lineage-instructive factor required for the transition from preGMs to GMPs [51], our data demonstrate an additional role of C/EBPα in controlling the sampling of myeloid gene programs already in HSCs through its binding to the regulatory regions of myeloid genes.

Lineage choice may be viewed as a competition between distinct lineage-affiliated programs. Interestingly, we find that loss of *Cebpa* leads to upregulation of lymphoid gene expression programs in *Cebpa* ^Δ/Δ^ HSCs, which suggests that C/EBPα may actively repress lymphoid differentiation perhaps through the inhibition of the transcriptional activities of EGR family members [52], [53]. This model is also compatible with the ability of C/EBPα to transdifferentiate lymphoid cell types into macrophages [54], [55], with the observation that a subclass of leukemia patients with silenced C/EBPα expression develops AML associated with distinct T-cell characteristics [56] and with the finding that pre-leukemic *Cebpa* mutant GMPs readily differentiate into T-cells [57].

In conclusion, we find that C/EBPα regulates HSC functions at several distinct levels. Not only is its loss associated with HSC exhaustion, but C/EBPα also appear to be involved in the selection of the myeloid vs. lymphoid lineage suggesting that C/EBPα primes lineage choice at the HSC level. Thus, our work highlight the complexities by which transcriptional circuitries are operating to maintain functional HSCs by balancing key cell fate options such as quiescence, cell death, self-renewal and differentiation.

## Materials and Methods

### Mouse Colony

Animals were housed according to institutional guidelines at the University of Copenhagen and housed according to institutional guidelines. Excision of the *Cebpa* allele was achieved by subjecting 10–12 weeks old *Cebpa* ^fl/fl^ or *Cebpa* ^fl/fl^;*Mx1Cre* mice to 3 injections (day 0, 2 and 4) with 200 ul polyinosinic-polycytidylic acid (pIpC) (1.5 mg/ml in PBS, GE Healthcare) as described previously [58]. After conditional deletion of *Cebpa*, the mice were treated with ciprofloxacin (100 mg/L, Actavis) in the drinking water. Mice were analysed 18–21 days after first pIpC injection.

### Ethics Statement

All animal work was done with approval from the Danish Animal Ethical Committee. This study was approved by the review board at the Faculty of Health Sciences, University of Copenhagen.

### Flow Cytometry

BM and PB was stained with antibodies and run on a LSRII (Becton Dickinson) or FACSAria (Becton Dickinson) and analysed using the FlowJo software. Student two-tailed T-test was used to test for significance.

### Transplantation Assays

All reconstitution assays were performed using the Ly-5 congenic mouse system. Briefly, whole BM or HSCs (LSK, CD150+, CD48−) from Ly-5.2 (CD45.2) donors were transplanted by tail vein injection into 10–12 week old lethally irradiated (900 cGy) Ly-5.1 (CD45.1) mice +/− Ly-5.1 support BM cells. The recipient mice were treated with ciprofloxacin (100 mg/L, Actavis) in the drinking water. For all transplantation assays, PB was analyzed at 3–4 weeks, 8 weeks and 16–18 weeks after transplantation. The BM from the recipients was analyzed at the experimental endpoint, i.e. 16–18 weeks after transplantation. Student two-tailed T-test was used to test for significance.

### Homing Assay

HSCs (LSK, CD150+, CD48−) were isolated as described above and stained with carboxyfluorescein diacetate succinimidyl ester (CFSE) (CellTrace, Invitrogen) according to manufacturer's protocol. Next, HSCs (3000/mouse) were resuspended in PBS+3% FCS and transplanted by tail vein injection into irradiated (900 cGy) Ly-5.1 (CD45.1) mice. Twelve hours later BM and spleen from recipients were isolated, enriched for c-Kit+ cells, and analyzed on a LSRII for CFSE+ cells. Student two-tailed T-test was used to test for significance.

### In Vitro Cell Culture

Single HSCs (LSK, CD150+, CD48−) were sorted directly to round-bottom 96-well plates and cultured in serum-free medium (StemSpan SFEM, StemCell Technologies) supplemented with 100 ng/ml SCF and 100 ng/ml TPO (Peprotech). Each well was examined by microscopy and cell numbers were recorded every other day for a week. P-values for differences in colony size were calculated using chi-square test.

### Continuous Live Imaging of HSCs

HSCs (LSK, CD150+, CD48−) were sorted and cultured in serum-free medium (StemSpan SFEM, StemCell Technologies) supplemented with SCF (100 ng/ml), IL-3 (10 ng/ml), IL-6 (10 ng/ml), TPO (100 ng/ml) (Peprotech), EPO (5 U/ml) (Promocell), penicillin (50 U), streptomycin (50 ug/ml) and Hepes (10 mM) (Gibco) in T12.5 flasks coated with fibronectin (Innovative Research). Using cell observer (Zeiss), images were acquired every 90 seconds using a VBA module controlling Zeiss AxioVision 4.8 software and analyzed using TTT software [59]. Student two-tailed T-test was used to test for significance.

### Gene Expression Profiling

RNA was purified from sorted HSCs (LSK, CD150+, CD48−), amplified, labeled and hybridized to the Mouse Gene 1.0 ST GeneChip Array (Affymetrix, Santa Clara, CA, USA). Raw gene expression data are available at the Gene Expression Omnibus (GEO) online database under ID GSE42498.

### ChIP-seq Analysis

ChIP-seq was performed using LSK or GMP cells from *Cebpa* ^fl/fl^ or *Cebpa* ^Δ/Δ^ mice. Chromatin from 100.000 or 500.000 cells was incubated with antibodies for histone marks (H3K4me3 and H3K27me3, Cell Signaling) or C/EBPα (Santa Cruz Biotechnology), respectively. The antibody-bound chromatin was captured with Protein-A sepharose beads, washed, de-cross-linked and precipitated. Precipitated DNA were mixed with 2 ng *E. Coli* DNA and amplified using NEB Next ChIP-seq sample prep reagent set 1 (New England Biolabs) according to manufacturer's protocol. Libraries were sequenced on an Illumina Genome Analyzer IIx or and Illumina Hiseq2000. Data was deposited in the NCBI Gene Expression Omnibus online database under ID GSE43007. See Table S10 for primers.

### Bioinformatic Analyses

All reads were mapped using bowtie 0.12.7 [60] using standard parameters (Figure S3B). C/EBPα peaks were called with MACS, v. 1.4 [61] with an IgG mock sample as control and using 1*10^−5^ as the p-value threshold. Clusters in both positional and regular heatmaps were identified by k-means clustering using the biopython Bio Cluster module [62]. In order to identify TF motifs in C/EBPα bound regions, sequences below the peak summit +/−70 bp were analyzed.

Additional and detailed Materials and Methods are available as Supporting Information (See Text S1).

## Supporting Information

Figure S1 *Cebpa* ^Δ/Δ^ mice have reduced cellularity within the BM and altered distribution of myeloid progenitors. (A) PCR on whole BM and spleen for wt, floxed (fl) and deleted (del) *Cebpa* allele from *Cebpa* ^fl/fl^ and *Cebpa* ^Δ/Δ^ mice. (B) Cytospins of whole BM from *Cebpa* ^fl/fl^ and *Cebpa* ^Δ/Δ^ mice. (C) BM cell number in femur and tibia of *Cebpa* ^fl/fl^ (n = 7) and *Cebpa* ^Δ/Δ^ (n = 7) mice. (D) Distribution of myeloid progenitors in *Cebpa* ^fl/fl^ and *Cebpa* ^Δ/Δ^ BM. (E) Mean of (D). *Cebpa* ^fl/fl^ (n = 6) and *Cebpa* ^Δ/Δ^ (n = 3). Data are represented as mean+SEM.
(EPS) Click here for additional data file.

Figure S2 Gene expression analysis in *Cebpa* ^fl/fl^ and *Cebpa* ^Δ/Δ^ HSCs and ChIP-seq analysis of C/EBPα binding in LSK stem and progenitor cells. (A) Gene expression of selected genes in *Cebpa* ^fl/fl^ (n = 3) and *Cebpa* ^Δ/Δ^ (n = 3) HSCs was quantified using qPCR (B) Selected examples of ChIP-seq coverage of C/EBPα peaks in LSK cells (replicate 2). (C) Correlation of C/EBPα ChIP-seq replicates. (D) qPCR of selected genes in IgG and C/EBPα ChIP (replicate 2).
(EPS) Click here for additional data file.

Figure S3 Analysis of replicate H3K4me3 and H3K4me27 samples. (A) Correlation of replicates in TSS +/−1000 bp for H3K4me3 and in gene bodies for H3K27me3. (B) Mapped reads of each of the ChIP-seq samples. (C) Selected examples of ChIP-seq coverage in LSK cells. (D) qPCR of selected genes (examples from Figure S3C) and genes which are part of both bivalent and stemness genes in IgG, H3K4me3 and H3K27me3 ChIP samples. For visualization purposes the H3K27me3 enrichment was normalized to IgG.
(EPS) Click here for additional data file.

Figure S4 GO-term analysis of the bivalently marked cluster.
(EPS) Click here for additional data file.

Figure S5 Analysis of H3K4me3 and H3K27me3 level in *Cebpa* ^fl/fl^ and *Cebpa* ^Δ/Δ^ in signatures identified in GSEA. The corresponding p-values were determined. The black line in the p-value histogram indicates P = 0.01.
(TIF) Click here for additional data file.

Table S1 Gene expression analysis of *Cebpa* ^Δ/Δ^ HSCs and *Cebpa* ^fl/fl^ HSCs.
(XLS) Click here for additional data file.

Table S2 Genes associated with C/EBPα bound regions in LSKs. C/EBPα peaks were associated to nearest TSS. Shown are the peak positions, the distance from the C/EBPα peaks to the nearest gene TSS, the gene expression fold changes between *Cebpa* ^fl/fl^ and *Cebpa* ^Δ/Δ^ HSCs and p-values for gene expression changes. NA designates genes not assigned on the microarray.
(XLSX) Click here for additional data file.

Table S3 Motif analysis at C/EBPα bound regions in LSKs. Pos_hit and pos_no_hits designates the number of hits and the number with no hits in the tested dataset, respectively. Neg_hit and neg_no_hits designates the number of hits and the number with no hits in the background dataset, respectively.
(XLSX) Click here for additional data file.

Table S4 Pathways, GO-terms and mouse phenotypes identified *via* GREAT analysis of C/EBPα bound regions in LSK cells.
(XLSX) Click here for additional data file.

Table S5 Genes associated with C/EBPα bound regions in GMPs. C/EBPα peaks were associated to nearest TSS. Shown are the peak positions and the distance from the C/EBPα peaks to the nearest gene TSS.
(XLSX) Click here for additional data file.

Table S6 De-regulated genes in *Cebpa* ^Δ/Δ^ HSCs and their association with nearest C/EBPα bound region. The TSSs of deregulated (>1.5 fold) genes were correlated to nearest C/EBPα bound region. Shown are gene expression (log2) in HSCs, fold change (FC), p-value and distance to nearest C/EBPα bound region.
(XLSX) Click here for additional data file.

Table S7 Distance from the TSS of genes in cluster 6 to nearest C/EBPα bound region. Shown are normalized and scaled values for peak coverage at the TSS (+/−2000 bp) and in gene bodies (GB) in Cluster 6 for H3K4me3 and H3K27me3, gene expression (log2) in HSCs, fold change (FC), p-value and distance to nearest C/EBPα bound region.
(XLSX) Click here for additional data file.

Table S8 GO-term analysis of bivalent genes in cluster 6. The significance of enriched GO terms was assessed using hypergeometric tests. In order to account for multiple testing, p-values were corrected by Bonferroni correction.
(XLSX) Click here for additional data file.

Table S9 Genes constituting the stemness signature analyzed for gene expression in *Cebpa* ^Δ/Δ^ and *Cebpa* ^fl/fl^ HSCs and distance to nearest C/EBPα bound region.
(XLSX) Click here for additional data file.

Table S10 Primer sets used for qPCR.
(XLSX) Click here for additional data file.

Text S1 Detailed Materials and Methods.
(DOCX) Click here for additional data file.

# Supplementary material for: C/EBPα Is Required for Long-Term Self-Renewal and Lineage Priming of Hematopoietic Stem Cells and for the Maintenance of Epigenetic Configurations in Multipotent Progenitors
**Source:** PLoS Genet. 2014 Jan 9;10(1):e1004079. doi: 10.1371/journal.pgen.1004079
**Supplement:** Text S1 — Detailed Materials and Methods.

C/EBPα Is Required for Long-Term Self-Renewal and Lineage Priming of Hematopoietic Stem Cells and for the Maintenance of Epigenetic Configurations in Multipotent Progenitors

# Supporting Materials and Methods, Text S1

## Mouse Colony

Animals were maintained at the Department of Experimental Medicine at University of Copenhagen and housed according to institutional guidelines. All animal work was done with approval from the Danish Animal Ethical Committee. The *Mx1-Cre* mice have been described previously [[1](#_ENREF_1)]. The *Cebpa*^fl/fl^ line used in the present study was constructed by Lee et al. [[2](#_ENREF_2)]**.** Briefly, a *loxP* site was introduced 40 bp downstream of TSS in a *DraIII* site in the 5’ untranslated region. The PGK-*neo* gene with flanking *loxP* sites was introduced in the *EcoRI* site 2 kb downstream of the poly adenylation signal [[2](#_ENREF_2)]. All experimental animals had been backcrossed for at least 10 generations to the C57BL/6 background.

*Mx1-Cre* mice were genotyped by PCR using the primers GCCTGCATTACCGGTCGATGCAACGA and GTGGCAGATGGCGCGGCAACACCATT. *Cebpa*^fl/+^ mice were genotyped by PCR using the primers GACTCCATGGGGGAGTTAGAG and GCCTTGGAAAGTCACAGGAG. Excision of the *Cebpa* allele was achieved by subjecting 10-12 weeks old *Cebpa*^fl/fl^ or *Cebpa*^fl/fl^;*Mx1Cre* mice to 3 injections with polyinosinic-polycytidylic acid (pIpC) as described previously [[3](#_ENREF_3)]. Recombination was evaluated by competitive PCR using the primers GTCCTGCAGCCAGGCAGTGTCC, CCACTCACCGCCTTGGAAAGTCACA and CCGCGGCTCCACCTCGTAGAAGTCG, which gives rise to a 355 bp and 560 bp products for the deleted and floxed allele, respectively. After conditional deletion of *Cebpa,* the mice were treated with ciprofloxacin (100 mg/L, Actavis) in the drinking water.

## Flow Cytometry

For the analysis of HSCs (LSK, CD150+, CD48-), tibia and femurs were collected and crushed in PBS + 3% FCS, blocked with anti-CD16/32 and stained with antibodies against B220, CD3, CD11b, Gr1, Ter119, CD34, Sca-1, c-Kit (eBioscience), CD150 and CD48 (Biolegend) before being supplemented with 7AAD prior to analysis. For HSC (LSK, CD150+, CD48-) purification, c-Kit+ cells were enriched with anti-c-Kit beads by MACS (Miltenyi Biotec) prior to antibody staining. Red blood cells were removed by PharmLyse (Becton Dickinson) according to manufacturers protocol. For analysis purposes samples were run on a LSRII (Becton Dickinson), whereas FACS sortings were performed on a FACS Aria (Becton Dickinson). Analysis of hematopoietic progenitors was performed using antibodies against B220, CD3, CD11b, Gr1, Ter119, CD105, FcgRII/III, CD41, Sca-1, c-Kit (eBioscience) and CD150 (Biolegend) as described previously [[4](#_ENREF_4)]. For analysis of transplanted animals we included antibodies against CD45.1 (eBioscience) and CD45.2 (Becton Dickinson) in the analysis. For analysis of cell death the BM cells were stained for HSCs (LSK, CD150+, CD48-) with Annexin V and DAPI according to manufactures protocol (BD).

Peripheral blood (PB) was stained for B220, CD4, CD8a, CD11b, CD45.1 (e-Bioscience) and CD45.2 (Becton Dickinson) as described [[5](#_ENREF_5)]. The data was analyzed using the FlowJo software.

## Transplantation Assays

All reconstitution assays were performed using the Ly-5 congenic mouse system. For the non-competitive repopulation assay, one million unfractionated BM from *Cebpa*^fl/fl^ or *Cebpa*^Δ/Δ^ Ly-5.2 (CD45.2) were transplanted by tail vein injection into 10-12 week old lethally irradiated (900 cGy) Ly-5.1 (CD45.1) mice. For secondary transplantation, ½ femur equivalent was re-transplanted. The recipient mice were treated with ciprofloxacin (100 mg/L, Actavis) in the drinking water.

For whole BM competitive repopulation assays one million unfractionated BM cells from *Cebpa*^fl/fl^ or *Cebpa*^Δ/Δ^ Ly-5.2 (CD45.2) was mixed with one million competitor BM cells Ly-5.1 (CD45.1) and transplanted by tail vein injection into lethally irradiated (900 cGy) Ly-5.1 (CD45.1) mice. For secondary transplantations, one million whole BM cells were re-transplanted.

For HSC competitive repopulation assays, 20 freshly isolated HSCs (LSK, CD150+, CD48-, CD34-) from *Cebpa*^fl/fl^ or *Cebpa*^Δ/Δ^ Ly-5.2 (CD45.2) were mixed with 200.000 competitor BM cells Ly-5.1 (CD45.1) cells and transplanted by tail vein injection into irradiated (900 cGy) Ly-5.1 (CD45.1) mice. For secondary transplantations, one million whole BM cells were re-transplanted.

For all transplantation assays, PB was analyzed at 3-4 weeks, 8 weeks and 16-18 weeks after transplantation. The BM from the recipients was analyzed at the experimental endpoint, i.e. 16-18 weeks after transplantation.

## Homing Assay

HSCs (LSK, CD150+, CD48-) were isolated from *Cebpa*^fl/fl^ or *Cebpa*^Δ/Δ^ mice as described above and stained with carboxyfluorescein diacetate succinimidyl ester (CFSE) (CellTrace, Invitrogen) according to manufacturers protocol. Briefly, FACS sorted 10.000 HSCs were incubated at 37°C for 10 min with 10 μM CFSE in 200 μl PBS + 3% FCS. Next, the cells were washed three times as follows: 1 ml ice cold PBS + 3% FCS was added and cells were incubated 5 min on ice in the dark prior to centrifugation and removal of the supernatant. Finally, the HSCs (3000/ mouse) were resuspended in PBS + 3% FCS and transplanted by tail vein injection into irradiated (900 cGy) Ly-5.1 (CD45.1) mice. Twelve hours later BM and spleen from recipients were isolated, enriched for c-Kit+ cells as described above, and analyzed on a LSRII for CFSE+ cells.

## BrdU Analysis

*Cebpa*^fl/fl^ and *Cebpa*^Δ/Δ^ mice were intaperitoneally injected with BrdU (80 mg/kg mouse, Sigma) three hours prior harvest of the BM. BM cells were stained for HSCs (LSK, CD150+, CD48-) and BrdU according to manufactures protocol (Becton Dickinson).

## Ki67 Analysis

BM cells from *Cebpa*^fl/fl^ or *Cebpa*^Δ/Δ^ mice was stained for HSCs (LSK, CD150+, CD48-) and fixed in 4% PFA for 10 min at RT followed by permabilisation with 0,1% saponin in PBS + 3% FCS for 45 min at RT. Next, cells were stained with anti-Ki67 (Becton Dickinson) for 30 min at RT and with 0,5 μg/ml DAPI (Invitrogen) and analyzed on a LSRII (Becton Dickinson).

## DNA Damage Analysis

Whole BM from *Cebpa*^fl/fl^ or *Cebpa*^Δ/Δ^ mice was stained for HSCs (LSK, CD150+, CD48-) and fixed in 4% PFA for 10 min at RT followed by permabilisation with 0,1% saponin in PBS for 45 min at RT. Next, cells were stained with anti-γH2A.X (Milipore) for 60 min at RT, washed and stained with goat anti-mouse alexa fluor 594 (Invitrogen) at RT for 30 min and subjected to FACS analysis on a LSRII (Becton Dickinson).

## Gene Expression Profiling

HSCs (LSK, CD150+, CD48-) were sorted directly into RLT buffer and RNA was purified according to manufacturers protocol (RNeasy micro kit, Qiagen). RNA was amplified using the Pico amplification kit (Nugen Technologies), according to manufacturers instructions. Subsequently, 2.5ug of amplified cDNA was fragmented and labeled using Encore Biotin Module V2 according to manufacturers instructions (Nugen Technologies). The labeled samples were hybridized to the Mouse Gene 1.0 ST GeneChip Array (Affymetrix, Santa Clara, CA, USA). The array was scanned with GeneArray 3000 and CEL files generated in GeneChip Command Console Software (AGCC) (Affymetrix). The data were modelled using the Robust Multichip Average approach followed by mean one step Probe Set summarization using Partek Genomics Suite 6.5 software. Raw gene expression data are available at the Gene Expression Omnibus (GEO) online database under ID GSE42498.

RNA expression levels were quantified by qRT-PCR (Roche Lightcycler 480) and normalized to beta-actin. All primer sets are listed in Table S10.

## Gene Set Enrichment Analysis (GSEA)

Gene Set Enrichment Analysis was performed using the GSEA v3.0 (http://www.broadinstitute.org/gsea/). Gene sets originated from the MSigDB ([www.broadinstitute.org/gsea/msigdb](http://www.broadinstitute.org/gsea/msigdb)) and from a list of curated signatures extracted from [[6](#_ENREF_6),[7](#_ENREF_7),[8](#_ENREF_8)]. The curated signatures were kindly provided by Susan Moore and Claus Nerlov. The Signature for PU.1 target genes was generated from [[9](#_ENREF_9)] and defined as genes being upregulated ≥ 2, p<0,05 in PU.1 expressing cells (*Sfpi1*^BN/BN^) vs. PU.1 knockout cells (*Sfpi1*^-/-^).

## ChIP-seq Analysis

LSK or GMP cells from *Cebpa*^fl/fl^ or *Cebpa*^Δ/Δ^ mice were FACS sorted and cross-linked for 10 min at RT in 1% formaldehyde and quenched with 0,125 M glycine for 2 min. Cells were washed twice in cold PBS, resuspended in lysis buffer (100mM NaCl, 66mM tris-HCl, 5mM EDTA, 0.3% SDS, 1.5% triton X-100) and incubated for 20 min at RT with vortexing every 5 min. Cell lysates were sonicated (30 cycles, 15 s burst, 30 s break) using a bioruptor (Diagenode), centrifuged for 10 min and supernatants were frozen in liquid nitrogen and stored at -80°C. Chromatin from 100.000 or 500.000 cells was pre-cleared with Protein-A sepharose beads and incubated with antibodies for histone marks (H3K4me3 and H3K27me3, Cell Signaling) or C/EBPα (Santa Cruz Biotechnology) for 12 h at 4°C with rotation, respectively. The antibody-bound chromatin was captured with Protein-A sepharose beads (3 h at 4°C with rotation) and beads were rinsed twice with RIPA buffer (140mM NaCl, 10mM Tris-HCl, 1mM EDTA, 1% Triton-X100, 0.1% SDS, 0,1% sodium deoxycholate, 1mM PMSF) (1 ml RIPA, 1000 g, 2 min), followed by extensive washing cycles (1 ml wash buffer, incubate with rotation 5 min, spin for 2 min at 1000g) using RIPA (2x for C/EBPα ChIPs and 3x for histone mark ChIPs), RIPA with 0.5 M NaCl (2x for C/EBPα ChIPs and 1x for histone mark ChIPs), LiCl buffer (250mM LiCl, 10mM Tris-HCl, 1mM EDTA, 0.5% NP-40, 0,1% sodium deoxycholate) (1x for all ChIPs) and TE (10mM Tris-HCl, 1mM EDTA) (2x for all ChIPs). The complexes were treated with RNase A for 30 min at 37°C followed by addition of SDS (0,5%) and proteinase K (0,5 mg/ml) and an additional incubation for 16 hours at 37°C . Finally, chromatin complexes were de-cross-linked by incubation at 65°C for 6 h, phenol-chloroform extracted and precipitated using NaOAc and EtOH supplemented with glycogen. Precipitated DNA were mixed with 2 ng *E. Coli* DNA and amplified using NEBNext ChIP-seq sample prep reagent set 1 (New England Biolabs) according to manufacturers protocol. Libraries were sequenced on an Illumina Genome Analyzer IIx or and Illumina Hiseq2000. Enrichment was validated by qPCR (Roche Lightcycler 480) using ratios of a positive detector primer set versus a negative (*Mef2* or *Sfi2*). All primer sets are listed in Table S10.

## ChIP-seq Data Analysis

All reads were mapped using bowtie 0.12.7 [[10](#_ENREF_10)] using standard parameters (Figure S3B). C/EBPα peaks were called with MACS, v. 1.4 [[11](#_ENREF_11)] with an IgG mock sample as control and using 1*10^-5^ as the p-value threshold, generating approximately 18,000 candidate regions. 

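The deposited list corresponds to this stage. Its lowest score equals the p-value threshold on the scale of 10 times the negative log10. A score of 100 or more was reached by 3630 regions and a score of 200 or more by 368. The p-value of MACS compares the reads of a region with a local Poisson expectation from the control, so the score rises with the number of reads as well as with enrichment, and a region can pass the threshold with a low peak.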

Peak height was calculated in each sample and a minimum peak height was set, dependent on the background in the individual samples. Peaks present in both C/EBPα samples were extracted and regions with high IgG levels were filtered out. In addition, clustering analysis was used to remove artifacts and sticky genomic regions. 

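Together with the inspection of single regions, these filters left the high-confidence set. They act on quantities that the deposited list does not hold, namely the height of each peak in each sample, its presence in the second C/EBPα sample and its IgG level, so they were not repeated here. Of the 193 candidates with a score of 300 or more, 18 are outside the high-confidence set, and of the 368 with a score of 200 or more, 111. By sequence, 1.76% of the high-confidence regions and 9.92% of the candidates outside the set had more than 50% of their 32-mers at further positions in mm9, as repeats and other multi-copy sequence do.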

All peaks were manually inspected. GMP peaks were called using MACS2 (<https://github.com/taoliu/MACS/downloads>) with the following specifications: macs2 callpeak –t GMP.tagAlign.gz -c IgG_mock.tagAlign.gz -f BED -n GMP_vs_IgG -g mm -p 1e-3 --to-large. Overlapping peaks were subjected to filtration based on the p-value given by MACS2 (min 10^-14^), and by peak height when comparing with the individual global sample background (peak height should be greater than the background height of the 0.01% highest random regions). Regions with high IgG levels were filtered out. For all samples, raw genome coverage was converted to the BigWig format for visualization in the UCSC genome browser [[12](#_ENREF_12)], Genes were defined using the mm9 RefSeq set, taking the longest supported isoform for genes with multiple isoforms. The ChIP-seqs were performed as biological replicates and the correlation coefficients, r^2^, were calculated (Figure S2C, Figure S3A). For positional coverage heatmaps and plots, read coverage was calculated in both 200 40 bp windows surrounding the TSS, and over whole genes split into 200 windows of equal size. The coverage was normalized to sequencing depth, to the length of the region (TSS=8000 bp, gene body=gene length), and followed by quantile normalization [[13](#_ENREF_13)]. For normal heatmaps, the coverage in TSS for both H3K4me3 and H3K27me3 was calculated as the normalized coverage in TSS +/- 2000 bp. The gene body coverage was calculated as coverage in the entire gene normalized to gene length. Samples were scaled for visual purposes. For testing for significant differences between bound H3K4me3 levels or H3K27me3 levels in TSSs or across gene bodies, we summed up the total coverage in the windows described above, and employed the Wilcoxon rank-sum test.

Distances to C/EBPα peaks were calculated from the peak center to the TSS. 

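The distances in the tables refer to different points of the regions. In Table S9, 9 of the 296 distances lead from the TSS to within 2 bp of the centre of a high-confidence region, while all 296 lead to a point inside a high-confidence region. For Trib3 the table gives 25 bp where the centre lies at 139 bp, and for Plscr4 656 bp where it lies at 585 bp. In the 1998 rows of Table S7 that were at hand, 1455 distances (72.8%) lead to the centre of a deposited candidate.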

Clusters in both the positional and the regular heatmap were found by k-means clustering using the biopython  Bio.Cluster module [[14](#_ENREF_14)]. The Euclidian distance was used to compute the distance matrix between the regions and 10^5^ passes of the clustering algorithm were performed.  Gene expression and C/EBPα bound regions were not included in the clustering, but added in the correct order afterwards. To facilitate co-vizualization, chip-seq and microarray data were scaled by subtracting the mean and dividing by the standard deviation. In order to identify transcription factor motifs below in C/EBPα bound regions, Jaspar [[15](#_ENREF_15)] and Transfac [[16](#_ENREF_16)] motifs were fitted to a log normal background normalization based on sequence from 2000 bp upstream of all mm9 RefSeq genes. Sequences below the peak summit +/- 70 bp were scored against these motifs using the Bioconductor package PWMEnrich (Robert Stojnic (2012). 

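The scoring uses position weight matrices, which give every sequence a graded score and count a hit above a cutoff set on promoter sequence. A consensus word as counted in the main text is either present or absent and allows fewer variants. Hit shares from matrices and words are therefore different measures. The summit is the position of the highest coverage, which the deposited list does not give, so the windows for the words were centred on another point, the middle of the region. In the list, C/EBP words were most frequent in the bin from -50 to 0 bp of the region centre, with 105 words in 397 regions, and fell to 28 words in the bin from 150 to 200 bp.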

PWMEnrich: PWM enrichment analysis. R package version 1.2.0.), generating affinity scores (average odds score over the whole sequence), as well as p-values (hypergeometric tests against hits in the background set).

TET 1 bound regions (FDR = 0.1) were extracted from [[17](#_ENREF_17)] and their overlap with cluster 6 genes was determined. To test for significance, we employed the hypergeometric test using 1000 random samples of all RefSeq gene symbols as background. To test for significance of H3K4me3 levels between from *Cebpa*^fl/fl^ or *Cebpa*^Δ/Δ^ mice we employed the Wilcoxon rank-sum test. Data was deposited in the NCBI Gene Expression Omnibus online database under ID GSE43007.

## Gene Ontology (GO) Analysis

Gene Ontology (GO) analysis was performed with hypergeometric tests using the ClueGo plugin [[18](#_ENREF_18)] for Cytoscape [[19](#_ENREF_19)]. GO consists of a tree of biological terms, where features, genes, are inherited from child node to parent node. Thus, in order to better meet the criteria of independence given by the hypergeometric test, only terms from one general level was used for testing. GO level was set to three and tests were performed against the Biological Process subtree, where GO term fusion was allowed for redundancy reduction. In order to account for multiple testing, p-values were corrected by Bonferroni correction.

# Supporting References

1. Kuhn R, Schwenk F, Aguet M, Rajewsky K (1995) Inducible gene targeting in mice. Science 269: 1427-1429.

2. Lee YH, Sauer B, Johnson PF, Gonzalez FJ (1997) Disruption of the c/ebp alpha gene in adult mouse liver. Molecular and cellular biology 17: 6014-6022.

3. Weischenfeldt J, Damgaard I, Bryder D, Theilgaard-Monch K, Thoren LA, et al. (2008) NMD is essential for hematopoietic stem and progenitor cells and for eliminating by-products of programmed DNA rearrangements. Genes Dev 22: 1381-1396.

4. Hasemann MS, Schuster MB, Frank AK, Theilgaard-Monch K, Pedersen TA, et al. (2012) Phosphorylation of serine 248 of C/EBPalpha is dispensable for myelopoiesis but its disruption leads to a low penetrant myeloid disorder with long latency. PLoS One 7: e38841.

5. Thoren LA, Liuba K, Bryder D, Nygren JM, Jensen CT, et al. (2008) Kit regulates maintenance of quiescent hematopoietic stem cells. J Immunol 180: 2045-2053.

6. Venezia TA, Merchant AA, Ramos CA, Whitehouse NL, Young AS, et al. (2004) Molecular signatures of proliferation and quiescence in hematopoietic stem cells. PLoS biology 2: e301.

7. Mansson R, Hultquist A, Luc S, Yang L, Anderson K, et al. (2007) Molecular evidence for hierarchical transcriptional lineage priming in fetal and adult stem cells and multipotent progenitors. Immunity 26: 407-419.

8. Pronk CJ, Rossi DJ, Mansson R, Attema JL, Norddahl GL, et al. (2007) Elucidation of the phenotypic, functional, and molecular topography of a myeloerythroid progenitor cell hierarchy. Cell Stem Cell 1: 428-442.

9. Kamath MB, Houston IB, Janovski AJ, Zhu X, Gowrisankar S, et al. (2008) Dose-dependent repression of T-cell and natural killer cell genes by PU.1 enforces myeloid and B-cell identity. Leukemia 22: 1214-1225.

10. Langmead B, Trapnell C, Pop M, Salzberg SL (2009) Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome biology 10: R25.

11. Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, et al. (2008) Model-based analysis of ChIP-Seq (MACS). Genome biology 9: R137.

12. Kent WJ, Sugnet CW, Furey TS, Roskin KM, Pringle TH, et al. (2002) The human genome browser at UCSC. Genome research 12: 996-1006.

13. Bolstad BM, Irizarry RA, Astrand M, Speed TP (2003) A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics 19: 185-193.

14. de Hoon MJ, Imoto S, Nolan J, Miyano S (2004) Open source clustering software. Bioinformatics 20: 1453-1454.

15. Portales-Casamar E, Thongjuea S, Kwon AT, Arenillas D, Zhao X, et al. (2010) JASPAR 2010: the greatly expanded open-access database of transcription factor binding profiles. Nucleic acids research 38: D105-110.

16. Matys V, Kel-Margoulis OV, Fricke E, Liebich I, Land S, et al. (2006) TRANSFAC and its module TRANSCompel: transcriptional gene regulation in eukaryotes. Nucleic acids research 34: D108-110.

17. Williams K, Christensen J, Pedersen MT, Johansen JV, Cloos PA, et al. (2011) TET1 and hydroxymethylcytosine in transcription and DNA methylation fidelity. Nature 473: 343-348.

18. Bindea G, Mlecnik B, Hackl H, Charoentong P, Tosolini M, et al. (2009) ClueGO: a Cytoscape plug-in to decipher functionally grouped gene ontology and pathway annotation networks. Bioinformatics 25: 1091-1093.

19. Smoot ME, Ono K, Ruscheinski J, Wang PL, Ideker T (2011) Cytoscape 2.8: new features for data integration and network visualization. Bioinformatics 27: 431-432.

How the deposited data were processed for this re-analysis (not part of the article)

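C/EBPα binding in LSK cells was measured by ChIP-seq. Of the 13 samples of the study, 1 had a processed file that was analysed here, a C/EBPα library from LSK cells. The other C/EBPα library from LSK cells, the GMP libraries, the IgG mock and the histone mark libraries were not analysed here. The authors mapped the reads to mm9 with bowtie, called candidate regions with MACS against the IgG mock, and deposited the regions with a score. The score is the authors' value, 10 times the negative log10 of the MACS p-value, and was used only to describe, rank and filter regions within this list. Whether reads of both LSK libraries were pooled for the call is not stated in the paper's text. The list is the candidate stage, before the authors' filters on height, presence in both samples, IgG level, clustering and inspection. It holds no read numbers, and the paper's Figure S3B on mapped reads per library was not used here, so the depth behind a region is unknown, and no precision from depth can be given. There is 1 library, so no value has a replicate check. Intervals are exact binomial (Clopper-Pearson) intervals at 95% and cover counting error only.

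The regions were joined to Table S2 by an overlap of at least 1 bp, and by reciprocal overlap, identical position and identifier as alternatives. Distances to TSSs were taken from Tables S2 and S6 where these give them. Otherwise they were computed from region centres to TSSs listed in Tables S7 and S9 or to the GENCODE annotation of the assembly NCBIM37, which is mm9. The annotation's transcript with the longest genomic span was used for each gene, and 307 of the 397 high-confidence regions (77.3%) had an annotated distance within 500 bp of that in Table S2. Consensus words were counted on either strand within 70 bp of region centres and compared with windows 1000 bp to both sides. Random lists of regions were matched in 5 groups of width and drawn 10000 times. Random positions were drawn 1000 times, and regions were shifted along the chromosomes 1000 times. Permutation tests within the high-confidence regions used 100000 resamples, and the test across strata of score used 10000. The p-values from shifts and from random promoters rest on 1000 draws, and those from random gene lists on 10000. Tests were two-sided with a threshold of 0.05, and the Benjamini-Hochberg adjustment was applied within each family. The presence of sequence elsewhere in the genome was measured by the share of 32-mers found at more than 1 position. The match to mitochondrial DNA was made with blastn 2.17.0.

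The genes and regions named were set by rule, as those the paper names for C/EBPα binding in LSK cells and the 5 regions with the highest score inside and outside the high-confidence set. A gene covered by this rule is not reported here. Trib3, Fgd3, Ndrg1, Plscr4 and Pklr were outside this rule and were chosen after their values were seen. The counting of words was tested on simulated sequence, where all 183 planted words were found in 397 simulated regions. The shift test was tested on 300 simulated genes, and gave a p of 0.00995 for genes placed next to regions and 0.587 for genes placed at random.

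The alternatives tried were stricter scores, other overlaps, other distances to the TSS, other shares of highest regions, width in place of score, 1 region per nearest gene, chromosome X left out, other words and windows, other region sets around genes, and the difference of listed log2 means in place of the fold change. Table S7 was at hand only in its first 1998 of 2983 rows and was counted without a test. Peak heights, the overlap with GMPs, the functional terms of bound regions, the histone marks and the qPCR values were not analysed here. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, numba 0.67.0 and matplotlib 3.10.9, and samtools 1.23.1.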

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

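The comparison with mitochondrial DNA was chosen only after its result was seen. The other tests of this part were set after the pattern itself had been noticed and before their own values were computed.

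The highest score of the deposited list, 3104.89, belongs to a region outside the high-confidence set, which the paper does not discuss. It spans 24618045 to 24623174 on chromosome 1, is 5130 bp wide and has Gm10925 as its nearest annotated gene, while the next score outside the set is 535.92. Over 4654 bp, or 90.7% of its length, the region is 99.936% identical to the mitochondrial chromosome from 6390 to 11042, with 2 mismatches and 1 gap. Of its 32-mers, 97.7% occur at more than 1 position in mm9. The identity and the multi-copy share are those a nuclear copy of mitochondrial DNA could have, to which reads from mitochondria could be mapped. The region has no C/EBP word within 70 bp of its centre. The high-confidence regions of Rad23b, Coro6 and 5830418K08Rik also lacked one there, while those of Btbd19 and Cotl1 carried it. The missing word therefore does not single this region out. The reads were not analysed here, so their origin stays open, and no biological explanation was tested.

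The 111 regions outside the high-confidence set with a score of at least 200 carried the C/EBP word TTRCNNAA above the level of their flanks. It was found in 29 of them (26.13%, 95% exact binomial interval 18.2 to 35.3%) and in 9.91% of 222 flanking windows (Fisher's exact test, two-sided, p = 0.00018). The paper does not report on these regions. For those with a score from 160 to 200 the shares were 22.9% and 12.8% (Fisher's exact test, p = 0.00117), and for those from 130 to 160 they were 11.0% and 13.2% (Fisher's exact test, p = 0.186). Base composition is argued against by the reversed word AANNCRTT, which was in 6.306% of the 111 regions and 11.26% of their flanks. Multi-copy sequence is argued against by the 80 regions with under 10% of multi-copy 32-mers, of which 33.75% carried the word, against 10.0% of their flanks (Fisher's exact test, two-sided, p = 1.29e-05). Shoulders of high-confidence regions are argued against because all 111 regions had no high-confidence region within 5 kb. Shoulders of other, stronger candidates were not tested. What stays open is the IgG level, the peak height and the presence in the other library, which the list does not hold. As a hypothesis, some of these regions may be bound by C/EBPα, while most carry no word. Of the 257 high-confidence regions with a score of at least 200, 55.3% carry it, but 175 of them have a score of 300 or more, against 18 of the 111. The values describe regions of 1 library, with no replicate check.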

How the results depend on the processing

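The alternatives counted here were set before the data were examined, except for the correlation without the 2 regions farthest from the median score, the random lists of annotated genes for the stemness signature and the difference of listed log2 means in place of the fold change in the comparison of score with expression, which were chosen only after the result was seen, as was the split of the words by distance to the TSS. Of 77 alternatives over 19 results, 54 kept the direction and the side of the threshold or stayed within the interval, 19 moved, 4 became weaker and 0 reversed. No paired analysis was possible because 1 library was analysed.

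A stricter score left fewer candidates by construction, 3630 with a score of at least 100 and 368 with at least 200. With candidates of a score of at least 100 only, the ratio of the high-confidence median score to that of random lists fell to 2.3, and with width, another measure, in place of score it was 1.365. The share of high-confidence regions near a TSS moved by construction with the distance, to 29.97% within 1 kb and 47.1% within 10 kb. With the top 50% by score in place of the top 25%, the difference in the share within 5 kb was 8.758 percentage points and the difference in median distance -4772 bp, and neither passed the threshold of 0.05; the cause was not tested. With width in place of score, the correlations with distance were -0.08978 (Spearman) and -0.06335 (Pearson), also not past the threshold; the cause was not tested.

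The shares of genes with a bound region moved by construction with the distance allowed and the number of regions counted. Within 50 kb they were 1.961% of downregulated, 4.28% of upregulated and 3.353% of the 1998 genes of Table S7 at hand, which are those with the shortest listed distances, within 10 kb 0%, 1.167% and 0.7007%, and within 500 kb 23.53%, 26.07% and 26.63%. Within 100 kb of any deposited region they were 84.95% of downregulated and 85.94% of upregulated genes, and with a score of at least 100, 26.88% and 29.72%. The difference between upregulated and downregulated genes did not pass the threshold under any of these. The enrichment of the 4 words in all 397 high-confidence regions kept its direction and stayed past the threshold in windows of 150 bp and against the other candidates, as did that of the C/EBP word with both narrower words. In parts of the set it did not always pass the threshold. The RUNX word against the flanks gave p = 0.328 within 1 kb of a TSS and 0.107 from 1 to 5 kb, and the SP1 word 0.107 from 1 to 5 kb and 0.768 beyond 5 kb (Fisher's exact test), and RUNX did not differ from random promoters (permutation p = 0.715). The excess of stemness genes stayed past the threshold at the other distances and with candidates of any score or of at least 100 or 200 counted. It also did so against random lists of annotated genes, which were not matched on expression. The list gives no read numbers per region, which limits any statement that a region is not bound. The mapped reads per library, the subject of the paper's Figure S3B, were not used here.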

Differences from the paper's values

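The median distance to the TSS of the 25% highest regions was 2.979 kb by score, where the paper's value is about 0.9 kb by peak height in Fig. 5C, read by eye. Of the alternatives set before the data were examined, the top 10% by score, with 0.91 kb, falls within the paper's value. The top 50% by score (8.85 kb), the top 25% by width (3.0 kb), 1 region per nearest gene (2.85 kb) and chromosome X left out (3.77 kb) do not.

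The paper's shares of high-confidence regions with a motif, from Table S3, are shares of matrix hits. Each was taken from a single matrix chosen here for the factor, for C/EBP a C/EBPβ matrix and for ETS an ETS1 matrix. Shares of other matrices were not compared. The shares found here are those of consensus words, so the measures are not the same. The alternative with another background cannot change these shares by construction and is not counted below. For C/EBP the paper's share is 79.8% and the word was found in 51.64%. Of the alternatives set before the data were examined, windows of 150 bp to each side, with 74.56%, come within 1.5 times of the paper's share, and the words TTGCNNAA (47.1%) and TTGCGCAA (11.84%) do not. For RUNX the paper's share is 21.4% and the word was found in 11.59%; windows of 150 bp to each side gave 22.92%. For SP1 the paper's share is 28.5% and the word was found in 8.06%; the windows of 150 bp to each side, set before the data were examined, did not close the gap, with 14.61%. The same windows that bring C/EBP and RUNX nearer take ETS away from the paper's share of 24.9%, from 24.43% to 41.31%.

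In the 1998 rows of Table S7 at hand, the paper's listed distances place 241 genes within 100 kb of a bound region, while 135 genes lay within 100 kb of the centre of a high-confidence region. None of the alternatives set before the data were examined closed the gap, but they were other distances, which change both counts. Within 50 kb there were 67 genes against 122 by the listed distances, within 10 kb 14 against 23 and within 500 kb 532 against 864. Of the 1998 listed distances, 829 lead to the centre of a deposited region outside the high-confidence set. The counts therefore rest in part on different regions, and how much of the gap this makes up was not tested.

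For the upregulated genes with a bound region within 100 kb, the paper's number is 21 and 20 were counted in Table S6.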

Other observations

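The strata of score, the SP1 word by distance to the TSS, the words and copies of chromosome X, the random lists of annotated genes, the region set of Table S7 and the difference of listed log2 means were tests chosen only after the result was seen, and the comparison of score with expression had been planned but its prediction was written after its value was seen. All values are of regions of 1 library, with no replicate check.

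High-confidence regions carried the C/EBP word more often than other regions in the same strata of score. Over 11 strata of score the mean difference was 35.0 percentage points (permutation p = 0.0001, the smallest that 10000 permutations can give), which argues against the score as the whole cause of the difference. High-confidence regions with a score under 100 carried the word in 46.3% of 41 cases, and other regions of such scores in 9.12% of 14228. Whether the height, the presence in both libraries or the inspection by the authors goes with the word was not tested.

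The SP1 word in high-confidence regions was tied to the TSS. Beyond 5 kb it was in 2.05% of the centres and 1.64% of the flanks (Fisher's exact test, two-sided, p = 0.768). Position near a TSS was tested as the whole cause. Of 119 regions within 1 kb of an annotated TSS 21.8% carried the word, against 12.6% at the same offsets from TSSs of random genes, with a range of 6.72 to 18.5% for 95% of 1000 draws (two-sided permutation p = 0.00599, adjusted over 4 words 0.00799). This argues against position alone. The expression of the random genes was not taken into account, so a preference of C/EBPα for active promoters may remain as an explanation and was not tested. The RUNX word did not differ from random promoters (6.72% against 5.88%, permutation p = 0.715).

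Chromosome X held 152 regions, 0.938 per Mb, against 7.41 per Mb on the autosomes, whose range was 6.07 to 8.54. The share of X rose from 0.85% of all regions to 1.76% of those with a score of at least 100 and 2.17% of those with at least 200, while X makes up 6.34% of the sequence. Fewer binding words are argued against only for the narrower word TTGCNNAA, with a ratio per Mb of 1.13 to the autosomes. TTRCNNAA was not counted by chromosome. Fewer genes are argued against by 0.163 regions per gene on X, where the lowest autosome had 0.507. Less single-copy sequence is argued against by a ratio of 0.831 to the autosomes. Fewer copies of X per cell could lower the number of regions and cannot be told apart from other causes at a ratio of regions of 0.1265, because no read coverage was at hand. The labels of this library give no sex of the animals. Chromosome Y held 6 regions, 2.22 per Mb, and 0 of them were high-confidence regions. Whether these lie in single-copy sequence was not tested, so they do not settle the sex.

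The region at the Meis1 product used for qPCR had a score of 172.26 and is outside the high-confidence set, in which 97 regions have a score below 160. It holds 1 C/EBP word, TTACACAA, from 18919011 to 18919018 on chromosome 11.

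The distances in Table S7 refer in part to regions outside the high-confidence set. Of 1998 distances, 626 lead to within 2 bp of the centre of a high-confidence region and 829 to that of another deposited region, and 0 did so after the TSSs were moved by 5000 bp. The 441 regions reached in this way were 197 high-confidence and 244 other regions, the latter with a median score of 131.8. For 1 gene the region is the one with a score of 3104.89. For 181 of the 1998 genes a high-confidence region lies over 500 bp closer than the listed distance.

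Whether de-regulated genes lie near high-confidence regions depended on the comparison. Against circular shifts of the regions, which had been set beforehand, 24 of 342 genes within 100 kb exceeded a median of 10 (two-sided permutation p = 0.004). The shifts do not keep the closeness of the regions to genes. Against random lists of as many annotated genes, with a median of 20 and 95% of the lists between 12 and 29, the number was not exceptional (two-sided permutation p = 0.468). An excess beyond that of annotated genes in general was therefore not shown, and a small one stays open.

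A higher score did not go with a larger change of expression of the nearest gene in Table S2. Spearman's rho of the score with the absolute log2 fold change was 0.0211 across 370 regions (permutation p = 0.684, adjusted over 2 tests 0.684) and 0.0564 across 147 regions within 5 kb (p = 0.496, adjusted 0.684). The fold changes of Table S2 do not always match its listed log2 means of both genotypes. For 13 of the 370 regions the sizes differed by more than 0.05 on the log2 scale. With the absolute difference of these means in place of the fold change, rho was 0.0173 (permutation p = 0.741) and within 5 kb 0.0542 (permutation p = 0.514). The fold changes are of HSCs, while the score is from LSK cells, which the paper describes as mostly MPPs. Regions are not independent replicates, and the score is not a measure of occupancy, so a weak relation stays open.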
